# Astrocyte ethanol exposure reveals persistent and defined calcium response subtypes and associated gene signatures

**DOI:** 10.1016/j.jbc.2022.102147

**Published:** 2022-06-16

**Authors:** Hyun-Bum Kim, Youtao Lu, Seonkyung C. Oh, Jacqueline Morris, Kevin Miyashiro, Junhyong Kim, James Eberwine, Jai-Yoon Sul

**Keywords:** astrocyte, ethanol, calcium signal, single-cell transcriptomics, gene signature, phenotype, aRNA, antisense RNA, BBB, blood-brain barrier, DEG, differentially expressed gene, EtOH, ethanol, GO, gene ontology, GSEA, gene set enrichment analysis, NR, nonresponsive, PCA, principal component analysis

## Abstract

Astrocytes play a critical role in brain function, but their contribution during ethanol (EtOH) consumption remains largely understudied. In light of recent findings on the heterogeneity of astrocyte physiology and gene expression, an approach with the ability to identify subtypes and capture this heterogeneity is necessary. Here, we combined measurements of calcium signaling and gene expression to define EtOH-induced astrocyte subtypes. In the absence of a demonstrated EtOH receptor, EtOH is believed to have effects on the function of many receptors and downstream biological cascades that underlie calcium responsiveness. This mechanism of EtOH-induced calcium signaling is unknown and this study provides the first step in understanding the characteristics of cells displaying these observed responses. To characterize underlying astrocyte subtypes, we assessed the correlation between calcium signaling and astrocyte gene expression signature in response to EtOH. We found that various EtOH doses increased intracellular calcium levels in a subset of astrocytes, distinguishing three cellular response types and one nonresponsive subtype as categorized by response waveform properties. Furthermore, single-cell RNA-seq analysis of astrocytes from the different response types identified type-enriched discriminatory gene expression signatures. Combining single-cell calcium responses and gene expression analysis identified specific astrocyte subgroups among astrocyte populations defined by their response to EtOH. This result provides a basis for identifying the relationship between astrocyte susceptibility to EtOH and corresponding measurable markers of calcium signaling and gene expression, which will be useful to investigate potential subgroup-specific influences of astrocytes on the physiology and pathology of EtOH exposure in the brain.

Ethanol (EtOH) is a commonly abused psychoactive substance, and its abuse is one of the leading causes of preventable deaths in the world (1, 2). Significant disease burden arises from pathological EtOH consumption by adults (Alcohol Use Disorder or AUD) as well as from prenatal exposure that can lead to fetal alcohol syndrome. In rodents, *in utero* or neonatal exposure to even a single dose of EtOH results in significant changes to both the overall epigenetic state of DNA and in gene expression programs in populations of brain cells that persist into later developmental stages (3, 4, 5, 6, 7). These epigenetic and transcriptional changes impact a number of cellular functions, including calcium signaling, protein and lipid processing in the endoplasmic reticulum, endosomal or lysosomal sorting and endocytosis, autophagy, and stress responses (8, 9, 10, 11, 12). The behavioral effects of EtOH self-administration in rodents have been investigated as well as the effects of EtOH on physiology, epigenetics, and gene expression from populations of brain cells, but with an emphasis on neuronal function (9).

In the brain, the astrocyte is known as the most abundant glial cell types with a functional role of metabolic and structural support for brain activity. Astrocytes form the blood-brain barrier (BBB) associated with endothelial cells and structurally serve as a link between neurons, supporting brain function and metabolism by exchanging metabolites into and nutrients from the bloodstream (13, 14). Therefore, astrocytes are readily exposed to BBB-permeable circulating compounds, such as EtOH, in the bloodstream. The chemical characteristic of EtOH as a small lipophilic molecule can easily distribute into and through lipid compartments. It passes the protective BBB into the brain and affects the function of diverse cell types (15). However, the reactivity of astrocytes to EtOH is not clear yet. The evidence of the reciprocal signaling between neurons and astrocytes has dramatically changed the classical view that astrocytes play a passive role in brain function (16, 17, 18). The presence of various neurotransmitter receptors and the capability of releasing neurochemicals from astrocytes highlights a significant active contribution to neuronal function (19). As a consequence of lacking electrical excitability, the cellular activity of astrocytes is widely evaluated by calcium signals. In general, the role of calcium signaling has cognate changes interlinked with gene regulation, biochemistry, and cell fate (20). The upregulation of intracellular calcium levels in astrocytes is known to trigger chemical release, which can facilitate intercellular signaling to neighboring cells, including adjacent astrocytes and neurons, and further influence vasoactivity (21). Recently, subtypes of astrocyte have been suggested based on physiology and transcriptomics, but the functional role of previously identified subtypes is not clear yet (18).

Expanding the knowledge of the impact of EtOH on intracellular signaling in astrocytes is likely to provide insight into the underlying mechanisms that contribute to these systemic effects of EtOH on brain function (22). However, measuring the direct impact of EtOH exposure on single cells *in vivo* is difficult due to the indirect effects through numerous complex connections and secondary effects communicated by other cells in the network, making it difficult to isolate direct effects. For example, a single astrocyte is estimated to contact thousands of neurons by ensheathing synapses *in vivo* (23). As such, *in vitro* primary cell culture provides a controlled environment that allows characterization of the direct effect of EtOH exposure on astrocytes. Under these conditions, any observed effects of EtOH exposure on this single astrocyte are due to the direct impact of EtOH. It was recently demonstrated in an all *in vitro* model that EtOH facilitates cell-to-cell communication and enhances calcium signals in both neurons and astrocytes (24). Here, we report stable and persistent calcium responses to EtOH along with correlated gene expression signatures that highlight baseline gene expression differences responsible for mitochondrial function, calcium homeostasis, and inflammation. Using classification of astrocyte calcium responses to EtOH as a selection strategy for single-cell gene expression analysis highlights unique gene signatures for each subset of astrocytes, providing previously obscured insight into heterogeneous cellular properties underlying the various effects of acute EtOH exposure.

## Results

### Acute EtOH exposure reveals distinct classes of calcium responses in a subset of astrocytes

In general, the level of blood alcohol concentration classified as low dose is 2 to 20 mM (social drinking level: 5–10 mM; driving under the influence level: 15 to 20 mM), medium dose is 20 to 50 mM (binge drinking level), and high dose is 50 to 100 mM. The high dose is not experienced by normal individuals but is frequently reached by chronic alcoholics. Even the extreme 100 to 200 mM range would be lethal to normal individuals but not to alcoholics (25). Calcium signaling is ubiquitous in cellular functions. Thus, it is widely used to investigate cellular status from physiology to pathology in many cell types and is especially useful in electrically silent cells like astrocytes. Cellular responsiveness to EtOH exposure in a single astrocyte was measured by monitoring the intracellular calcium signals in primary cultures enriched for astrocyte growth with the fluorescent calcium indicator, Fluo-4 (26, 27). An astrocyte calcium response was defined as a 20% fluorescence signal increase above the baseline fluorescence signal (Fig. 1*A*). The 20% threshold was projected by the Wilcoxon signed-rank test based on fluorescence signal fluctuations from all experimental samples, including controls. Astrocyte calcium response types were classified following the acute application of EtOH (5–100 mM, 3 min) based on the following reproducibly observed features of the EtOH-induced calcium signal: steepness (slope), amplitude (F_max_), and peak frequency in waveforms (Fig. 1*B*, traces). Three distinct calcium signal patterns were identified and designated as S-type (sustained signal; slow signal increase and decay), T-type (transient signal; sharp signal increase and decay), or M-type (mixed signals; complex signal patterns that include the characteristic of S- and T-types). M-type responses consisted of a variable mixture of S- and T-type characteristics but with significantly higher peak amplitude (Fig. 1*B*, traces). The validation of signal classification parameters of response types was also confirmed using principal component analysis (PCA) (Fig. 1*B*, trace, insert and Fig. S1). These distinct signal patterns were observed across a range of EtOH concentrations representative of those achieved with casual to sublethal consumption (5–100 mM). Although maximal responsiveness was achieved by the 100 mM dose (Fig. 1*C*), response amplitudes for each response type were consistent across EtOH doses with only M-type showing a trend of increasing amplitudes with increasing EtOH dose (Fig. 1*D*). For each EtOH dose, the induced specific calcium signal returned to baseline following completion of the EtOH treatment, emphasizing that these are cell-specific responses and ruling out the possibility that these are nonspecific or catastrophic intracellular calcium elevation caused by EtOH exposure (Fig. 1*A*). S- and T-type responses were observed for each dose of EtOH (Fig. 1*D*) and persisted with repeated EtOH exposure (Fig. 1*E*, 96.1% ± 2.6 of cells maintained the same response pattern across sequential EtOH applications with 6 min washing intervals) indicating that these are stable calcium signal phenotypes. While M-type responses were also persistent and stable in response to repeated EtOH exposure, the trend of increasing maximum amplitude with increasing EtOH dose (Fig. 1*D*, yellow plots) suggests a malleability of M-types that is distinct from S- or T-type responses. Also, given that the astrocytes were in low-density dispersed culture, these subtype distinctions are cell specific and not the result of cellular connectivity.

**Figure 1:**
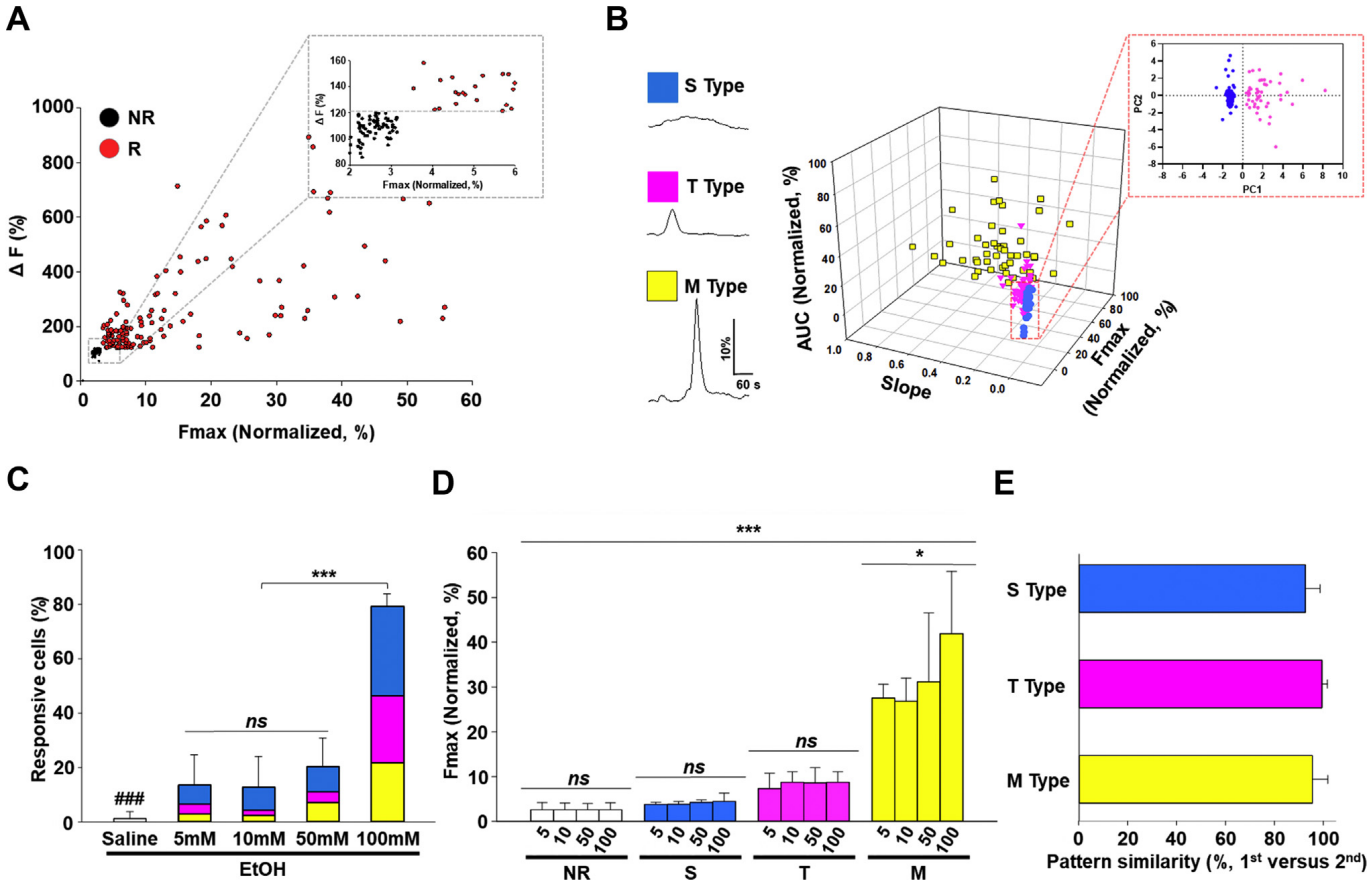
**Characteristics of different types of astrocyte calcium responses to EtOH.***A*, representative astrocyte calcium responses in enriched primary astrocyte culture classified according to the calcium signal caused by a 3 min EtOH treatment (100 mM). The astrocyte responsiveness threshold between response (R) and nonresponse (NR) is defined as an increase of 20% signal over baseline fluorescence (F_o_). *B*, representative calcium signal traces over time (ΔF) are shown on the x-axis with the percent change from baseline indicated on the y-axis. Type S: slow increase and slow decay, type T: transient increase, type M: mixed type. A dot plot of these astrocyte response types separated by the maximum (F_max_), area under the curve (AUC), and initial slope (slope %) of the calcium response is shown to the right of representative traces. S-types are defined by slope steepness < 0.1 and F_max_ < 20% (*blue circles*), T-types by slope steepness > 0.1 and F_max_ < 20% (*magenta triangles*), M-types by slope steepness > 0.1 and F_max_ >20% with a variable waveform (*yellow squares*, n = 47 cells, 3 animals). The enlarged area enclosed by a *dotted red square* emphasizes separation of types S (*blue*, n = 94 cells, 3 animals) and T (*magenta*, n = 64 cells, 3 animals) by principal component analysis using defined parameters. *C*, proportion of astrocytes responding with increased intracellular calcium to different doses of EtOH. Proportion of each astrocyte response type defined in (B) observed at different EtOH doses (color-coded) (n = 62 cells (0 mM, saline, 3 animals), n = 88 cells (5 mM, 3 animals), n = 291 cells (10 mM, 4 animals), n = 247 cells (50 mM, 4 animals), n = 125 cells (100 mM, 3 animals)). *D*, the average maximum of calcium responses (F_max_) of each response type (S, T, and M) and fluorescence signal in nonresponsive astrocytes (NR) shows stability of calcium signals in classified types at different EtOH doses (5,10, 50, and 100 mM, 14 Animals). *E*, stability of astrocyte response types is demonstrated by retention of the calcium signaling patterns following a second dose of EtOH. Indicated is the percentage of astrocytes responding to the second EtOH treatment with the same waveform type as the response to the first. Bars are color-coded as in other panels in figure. Data are presented as mean± SD. *ns*, not significant. ∗*p* < 0.05. ∗∗∗*p* < 0.001. ^###^*p* < 0.001. Additional statistical details are provided in Table S6. EtOH, ethanol.

### Single-cell RNA-seq correlates gene signatures with astrocyte calcium signal phenotypes

Based on the distinct and classifiable calcium signal patterns of the S-, T-, and M-type calcium responses to EtOH exposure, we investigated whether or not differences in gene expression between these subtypes could be associated with these distinct calcium responses. To do so, single astrocytes exhibiting an identified calcium signal type were immediately isolated using a micropipette (less than 2 minutes after calcium signal type identification) at the completion of the fluorescence imaging and online signal analysis. The single-cell samples were snap frozen and subjected to subsequent RNA amplification for sequencing and bioinformatics analysis. Briefly, the single astrocyte RNA was amplified by the quasi-linear antisense RNA amplification method and libraries constructed using the Illumina TruSeq mRNA stranded kit per the manufacturer’s instructions and libraries sequenced at high depth on the NextSeq 500. For analysis, reads were demultiplexed based on the library-specific barcode, trimmed to remove low-quality bases and barcode sequence prior to alignment to the reference genome with STAR and gene quantification with VERSE (28). The raw read counts (Table S1) were normalized, and differential expression was performed with the DESeq2 R package (29). 

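Each of the 22 libraries came from the RNA of 1 astrocyte, with 6 S-type, 6 T-type, 5 M-type and 5 NR cells. The authors deposited a count for each gene symbol and cell, the number of exonic reads that VERSE assigned after alignment by STAR to GRCm38, without normalization. The paper's text does not name the versions of STAR and VERSE or say whether the counting used the strand. The table held 23453 gene symbols, of which 17479 had a read, and the response type it gave matched the sample label for all 22 cells. Total counts per cell lay between 12229280 and 16254761 in S-type (median 15156344), between 2937786 and 19279519 in T-type (median 14059810), between 19030121 and 22131076 in M-type (median 20652035) and between 15057892 and 19930655 in NR (median 17777436). Counts were divided by median-of-ratios size factors, the DESeq normalization, taken over the 3670 genes with a read in every cell. These factors ran from 0.183 to 1.56 in T-type and from 0.923 to 2.31 in the other types. T-type cell J162_16 had a factor of 0.276 with 12564138 reads, while J163_18, the only cell with a lower factor, had 2937786 reads. The scaling therefore gives J162_16 a large weight in T-type levels. The level of a gene in a type was the mean of the normalized counts over its cells, and types were compared by the log2 ratio of their levels for the 12719 genes with a read in at least 5 cells. A level of 0 was replaced by a floor of 3 reads over the cells of the type divided by their summed size factors, which came to 0.402 normalized counts in S-type, 0.622 in T-type, 0.319 in M-type and 0.397 in NR. A ratio against a type without a read is therefore a lower bound and is given as at least that fold. The labels name no animal or culture for a cell, so each response type was treated as 1 sample and no test between types was run, whereas the DESeq2 Wald test of the paper took cells as replicates. The 95% intervals of single genes come from the exact binomial (Clopper-Pearson) split of the reads between 2 types, and those of gene lists from 1000 Poisson redraws of the counts. They cover counting error only, because amplified reads without molecular identifiers are not independent molecules, and the spread between cells was followed by leaving out each cell in turn. Gene positions are those of GENCODE vM21 on GRCm38, the build of the alignment.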

The 100 mM EtOH dose was selected for experiments since it elicits the highest response probability for S-, T-, and M-types (Fig. 1*C*). Given these experimental conditions of 100 mM EtOH exposure, differential expression analysis of single astrocytes collected at 3 or 60 min after acute EtOH exposure (3 min) was first compared against canonical apoptotic gene sets derived from public databases (www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_APOPTOSIS, http://amigo.geneontology.org/amigo/term/GO:0097194, and www.gsea-msigdb.org/gsea/msigdb/cards/KEGG_APOPTOSIS) to ascertain if these stimulus paradigms initiated any significant evidence for activation of the apoptotic process. Out of 234 apoptotic genes derived from these curated gene sets, only four were differentially expressed between samples collected at 3 *versus* 60 min (*Satb1*, *Tgfb2*, *Timp1*, *Nfkb1*) (http://www.gsea-msigdb.org/gsea/msigdb/cards/KEGG_APOPTOSIS and http://amigo.geneontology.org/amigo/term/GO:0097194) (30). These results suggest that the stimulation protocol used in this study as 3 min stimulation by 100 mM EtOH is not acutely toxic and did not induce an apoptotic process in astrocytes (Table S2).

To investigate gene expression signatures for each calcium response type in astrocyte subgroups, whole transcripts of each type were compared to the other types, and significantly differentially expressed genes (DEGs) were identified by DESeq (29). First, each of the three responsive subtypes were compared against the nonresponsive astrocytes (NR) subtype. 

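Principal components were computed from the union of 960 genes listed in Table S3 for T-, S- or M-type against NR, using log2 of the normalized count plus 1 with each gene scaled to unit variance. The copy of the table used held 848 genes for T-type versus S-type, 897 for T-type versus NR and 98 for S-type versus NR, in each case 1 gene fewer than the paper counts. It held 71 genes for M-type versus NR. The first component carried 27.95% of the variance and the second 7.78%. On these components the nearest cell was of the same type for 14 of the 22 cells, with 6 of 6 T-type, 5 of 5 NR, 2 of 6 S-type and 1 of 5 M-type cells. Labels dealt at random to the same positions gave 4.78 cells on average, and 100 random gene lists of the same size gave 1 to 9 cells with a median of 4. With all 12719 genes in place of the union, the setting that moved the count most, the nearest cell was of the same type for 2 cells. The 960 genes had been chosen on the same 22 cells. When as many genes were chosen by the size of their ratios between dealt types, 60 of 100 deals placed at least as many cells beside their dealt type as the real labels did under that choice, where the count was 10.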

The union of the differential genes were used for PCA, which illustrates the different distribution of S-, M-, T-, and NR astrocyte clusters in the 2D plot (Fig. 2*A*). When compared to NR astrocytes, heatmap depictions of the differences in gene expression typify the underlying transcriptomic signatures of S-, M-, or T-type clusters (Fig. 2*B*). With further quantitative analysis, the astrocytes in different response types showed significant upregulated and downregulated gene signatures with a large gene expression variation in T-type astrocytes (Fig. 2*C*). 

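Of the 897 genes held for T-type versus NR, Table S3 gives 289 as higher and 608 as lower in T-type. The table was made from these same counts, here and in the other contrasts. A shared direction therefore checks the computation and is no independent evidence. The log2 ratio of type levels had the direction of the table for 891 of the 897 genes (99.3%, 95% interval 98.55 to 99.75). The other 6 had almost no reads: *Ccdc103*, *Pax6os1*, *Clec18a* and *B230216G23Rik* had 1 T-type read and no NR read, and *Ctsk* and *Itgb1bp2* had no T-type read and 1 NR read. Leaving out J183_1 moved the share most, to 98.2%, and a pseudocount of 1 in place of the floor gave 100%. In 168 genes (18.7%) the lower type had no read. In 671 genes (74.8%) a single cell held the majority of the normalized counts of the higher type. In 102 genes (11.4%) every cell of the higher type lay above every cell of the lower type, an arrangement that chance gives for 0.433% of genes and that 1.07% of all 11541 genes at a mean level of at least 10 normalized counts showed. The median size of the log2 ratio was 5.70, and the paper's reported median is 6.25 with a median standard error of 1.65.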

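The largest changes that Table S3 reports for T-type versus NR rest on a type without a read. *Gpr176* (chromosome 2, 118277110 to 118373419) had 5089 reads in 4 of 5 NR cells and none in T-type, at least 1349-fold lower, with a log2 bound of -9.48 without J187_6, while the paper's reported log2 fold change is -26.74. *Reps2* (chromosome X, 162411954 to 162643649) was at least 1439-fold lower in T-type, with 90.7% of the NR level in cell J186_5, without which the log2 bound was -7.38. *Klk10* (chromosome 7, 43781035 to 43785410) had 2532 T-type reads in 3 cells and none in NR, at least 1472-fold higher, and its log2 bound was 9.41 without cell J162_16. *Dscc1* (chromosome 15, 55076099 to 55090491) was at least 688.1-fold higher, but 99.8% of its T-type level came from cell J165_23, and the log2 bound without that cell was 0.72. Among genes whose T-type and NR cells did not overlap, *Rab27b*, *Mir684-1* and *F8a* rose most in T-type. The log2 ratio of *Rab27b* (chromosome 18, 69979131 to 70141605) was 6.59 (6.51 to 6.67) and fell to 3.33 without J162_16, which held 91.8% of the T-type level. *Mir684-1* (chromosome 2, 80628705 to 80628790) had a log2 ratio of 3.49 (3.14 to 3.85), or 2.04 without the same cell, and *F8a* (chromosome X, 73228291 to 73230795) one of 2.92 (2.80 to 3.045), with a range of 2.56 to 3.60 when cells were left out. Of such genes with at least 1 T-type read, *4932415G12Rik*, *Trim39* and *A830082N09Rik* fell most, each with 1 T-type read against 4526, 4570 and 4544 NR reads. Their log2 ratios were -12.60 (-17.91 to -10.12), -12.42 (-17.72 to -9.94) and -12.31 (-17.61 to -9.83). The only T-type read of the first was in J166_25 and that of the second in J165_23, and without these cells the log2 bounds were -9.49 and -9.32, while the ratio of *A830082N09Rik* was -8.56 without NR cell J186_5.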

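All 98 genes held for S-type versus NR, 65 higher and 33 lower in S-type, kept the direction of Table S3 (95% interval of the share from 96.31%). In 51 of them (52.0%) the lower type had no read, in 82 (83.7%) 1 cell held the majority of the higher level, and in 13 (13.3%) the cells of the types did not overlap. Over all 11549 genes at a mean level of at least 10, 0.433% were apart in this way, the share that chance gives. The median size of the log2 ratio was 7.29, and the paper's reported median is 11.95 with a median standard error of 2.535. Of the 71 genes held for M-type versus NR, 36 higher and 35 lower, 66 had the direction of the table (93.0%, 84.33 to 97.67). The exceptions, named after their values were seen, were *Parpbp* and *Mdm1* with no M-type read and 1 NR read, *Hist1h3b* with none and 2, *Foxo6* with 2 M-type reads and no NR read, and *Zfp456* with 4 and none. The lower type had no read in 53 genes (74.65%), 1 cell held the majority in 63 (88.7%), and the cells were apart in 5 (7.04%), compared with 0.649% of all 11548 genes and 0.794% by chance. For M-type the median size of the log2 ratio was 7.15, and the paper's reported median is 20.14 with a median standard error of 3.315. *Fam196b* (chromosome 11, 34314822 to 34422640) had 3526 reads in 4 NR cells and none in S-type, at least 1027-fold lower. *Abcg1* (chromosome 17, 31057675 to 31117988) was at least 686.3-fold lower in S-type, with 94.6% of the NR level in J187_6 and a log2 bound of -5.535 without it. *Ccdc103* (chromosome 11, 102881204 to 102885216) and *Zbtbd6* were at least 964.6-fold and 1318-fold higher in S-type, and their log2 bounds were 7.355 without J150_3 and 6.91 without J151_5. The paper's log2 fold changes for these genes are -26.13, -25.70, 24.66 and 25.30. Among genes with S-type and NR cells apart, *Ccdc14* (chromosome 16, 34690616 to 34725202) had 379 S-type reads and 1 NR read, a log2 ratio of 8.68 (6.19 to 13.99), and *Csrp2* (chromosome 10, 110919789 to 110939622) one of 8.41 (7.29 to 9.86). Without J182_2, the NR cell with that read, the log2 bound of *Ccdc14* was 6.61, and *Csrp2* ranged from 7.73 (without J156_16) to 9.14 (without J186_5). *Cish* (chromosome 9, 107296026 to 107302784) and *A930001C03Rik* (chromosome 19, 4439003 to 4448973) had log2 ratios of -8.73 (-11.78 to -6.88) and -8.60 (-10.48 to -7.24). Without J155_9, which held the S-type reads of *Cish*, its log2 bound was -7.84, and *A930001C03Rik* ranged from -10.32 (without J154_8) to -6.65 (without J186_5). *Srgn* (chromosome 10, 62493833 to 62527451), without an S-type read, was at least 374.7-fold lower, and its log2 bound was -6.09 without J183_1.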

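In M-type, *Gpr176* also had no read and was at least 2629-fold lower than in NR, with a log2 bound of -10.44 without J187_6. *Frat2* (chromosome 19, 41845972 to 41848132) was at least 861.6-fold lower, with 93.3% of the NR level in J187_6 and a log2 bound of -6.18 without it. *Mrvi1* (chromosome 7, 110868266 to 110982461) and *Samd12* (chromosome 15, 53453810 to 53902537) were at least 880.9-fold and 342.7-fold higher than in NR. Cell J173_25 held 94.2% of the M-type level of *Mrvi1* and J172_23 held 92.8% of that of *Samd12*, and without these cells the log2 bounds were 6.00 and 4.935. Of the genes with M-type and NR cells apart, *Gm14057* (chromosome 2, 130803501 to 130803982), with 1015 M-type reads and 1 NR read, had a log2 ratio of 9.84 (7.36 to 15.14), and a log2 bound of 7.77 without J182_2, the cell with the NR read. *Tfdp1* (chromosome 8, 13338751 to 13378448) had one of 6.08 (95% interval from 5.095 to 7.30), and 6.81 without J182_2. *Kcna2* (chromosome 3, 107101146 to 107115005) had no M-type read and was at least 657.7-fold lower, with a log2 bound of -8.60 without J187_6. *Prmt8* (chromosome 6, 127689011 to 127769472) had 2 M-type reads against 3452 in NR, a log2 ratio of -11.21 (-14.26 to -9.36), and a log2 bound of -9.92 without J176_25, which held both M-type reads. *Col9a1* (chromosome 1, 24177610 to 24252684) had a log2 ratio of -7.54 (-8.23 to -6.92), and -12.28 without J173_25, which held 97.0% of its M-type level.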

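Table S3 lists 26 genes as higher than NR in each of the S-, T- and M-types, and 22 of them had no read in any of the 5 NR cells. With these 22 at their bounds, the median log2 ratio to NR over the 26 genes was 6.48 (6.30 to 6.71) in S-type with all 26 higher, 5.775 (5.46 to 5.925) in T-type with 22 higher, and 6.22 (6.05 to 6.44) in M-type with 24 higher. The 4 genes that were not higher in T-type had 1 T-type read each, and *Foxo6* and *Zfp456* were the exceptions in M-type. The members with the most reads were *Xist*, *Mto1* and *Rfc3*. *Mto1* (chromosome 9, 78448208 to 78475348) had 80 reads in 3 NR cells, and its log2 ratio was 7.20 (6.88 to 7.535) in S-type, 5.66 (5.34 to 6.00) in T-type and 6.48 (6.16 to 6.81) in M-type. NR cell J182_2 held 91.8% of its NR level, and without it the ratios were 10.49, 8.94 and 9.76. *Rfc3* (chromosome 5, 151642756 to 151651242) had 94 reads in 4 NR cells and log2 ratios of 5.25 (4.96 to 5.566), 5.91 (5.61 to 6.22) and 5.49 (5.20 to 5.80) in S-, T- and M-type. J165_23 held 69.15% of its T-type level and J172_23 held 67.8% of its M-type level, and without these cells the ratios were 4.50 and 4.17. *Xist* (chromosome X, 103460366 to 103483254), a noncoding RNA transcribed from the inactive X chromosome of female cells, had 3 NR reads against 6853 in S-type, 2131 in T-type and 24432 in M-type. Its log2 ratios were 11.28 (9.73 to 13.56), 12.12 (10.57 to 14.39) and 12.60 (11.05 to 14.87), and they were 10.25 without J154_8 in S-type, 9.37 without J163_18 in T-type and 8.67 without J175_18 in M-type. Without NR cell J185_4 the 3 ratios were 12.71, 13.55 and 14.03. Reads of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were counted in the same cells. At over 10 counts per 1000000 reads (CPM), 3 S-type, 2 T-type and 1 M-type cells had *Xist* only, whereas 1 S-type, 2 T-type, 3 M-type and 4 NR cells had Y-linked reads only. S-type cell J153_6 had 837 reads of *Xist* and 3737 of the Y-linked genes, and M-type cell J174_13 had 1400 and 1333. Neither passed 10 CPM in 4 cells: J155_9 (S-type), J161_9 and J165_23 (T-type), and J187_6 (NR), whose 158 Y-linked reads made 8.94 CPM.

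**Figure D1:**
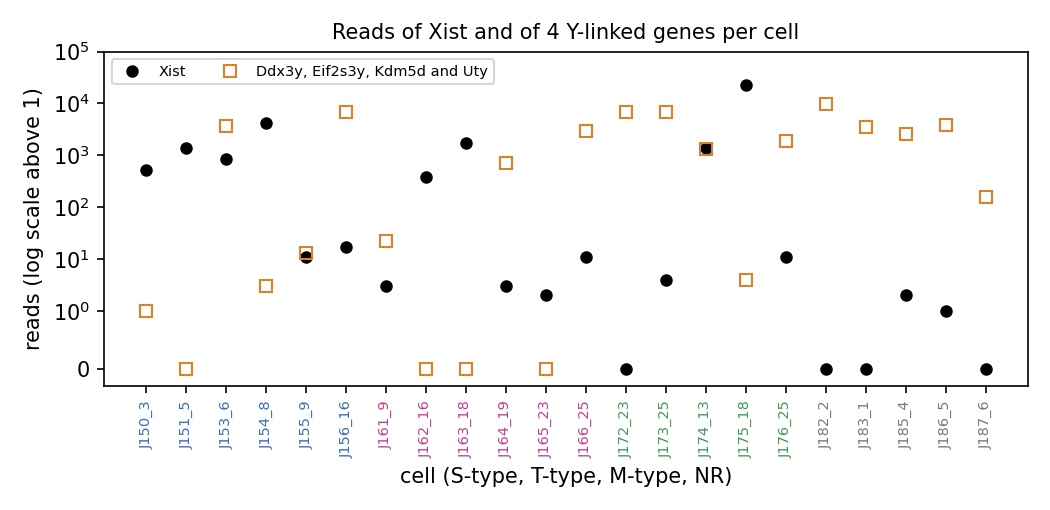
Reads of *Xist* (filled circles) and summed reads of 4 Y-linked genes (open squares) in each of the 22 cells, grouped as S-type, T-type, M-type and NR, on an axis that is logarithmic above 1 read. No NR cell had more than 2 *Xist* reads, and 16 cells held over 10 CPM of 1 kind only.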

Interestingly, these bioinformatics analyses also identify a core set of 26 upregulated genes across response types that may be a defining transcriptomic motif/pattern for calcium responsiveness in astrocytes. In contrast, independent type-specific downregulated genes may refine type-specific calcium response (Fig. 2*D*). The functional enrichment of DEGs of each response type was investigated using gene ontology (GO) enrichment analysis. The upregulated DEGs across S-, T-, and M-types showed the enrichment of translation-related functions in T-type, broad cell division related functions (*chromatin, DNA replication, and cell proliferation*) in S-type, and broad biological function-related features in M-type astrocytes (Fig. 2*E*).

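Gene lists for ribosomal proteins (86 genes), S phase (43), G2/M (54) and oxidative phosphorylation (80) were fixed in advance, because the enrichment annotation was not used here. Each list's median log2 ratio was set against 10000 random lists of the same size matched on mean level in 20 bins. For T-type versus NR, the 83 ribosomal protein genes that passed the filter had a median of 1.23 (1.22 to 1.27), with 78 higher, above 99.98% of random lists, whose median was 0.628. Taking the mean CPM as the level of a type moved it most, to 0.725, a scaling under which the median of all genes shifted from -0.05 to -0.45 for T-type versus NR and from -0.07 to -0.45 for T-type versus S-type. Relative to the median of all genes, the list stood at 1.28 with size factors and at 1.18 with that scaling. The same list had a median of 0.45 (0.44 to 0.46) for M-type versus NR, above every random list, and 0.07 without M-type cell J172_23 or 0.77 without NR cell J186_5. For S-type versus NR it was 0.06, above 78.9% of random lists. S phase genes had a median log2 ratio of 3.48 (3.41 to 3.64) for S-type versus NR, with 40 of 43 higher and above every random list. The value was 2.04 without cell J151_5, the cell that moved it most, and CPM of the pooled reads gave 3.22. The medians of this list were 1.68 (1.63 to 1.88) for T-type versus NR and 0.65 (0.63 to 0.85) for M-type versus NR, above 100% and 99.97% of random lists. T-type cell J165_23 held 1.03% of its reads on S phase genes, the other T-type cells 0.0306% to 0.162% and NR cells 0.0558% to 0.113%. The T-type median was not recomputed without J165_23, so how far it rests on that cell stays open. G2/M genes had a median of 4.32 (4.24 to 4.40) for S-type versus NR, with 52 of 54 higher, but 0.34 for T-type and 0.36 for M-type, above 83.0% and 99.6% of random lists. Cell J151_5 held 1.30% of its reads on S phase genes and J150_3 held 2.62% on G2/M genes, while the S-type medians were 0.194% and 0.314%. Without these 2 cells, a choice made after their shares were seen, the S-type medians against NR were 1.70 for S phase and 0.13 for G2/M. The most read members were *Rpl7*, *Rps4x* and *Rpl4* of the ribosomal list, *Pcna*, *Usp1* and *Rrm2* of the S phase list, and *Tubb4b*, *Anp32e* and *Cbx5* of the G2/M list.

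**Figure D2:**
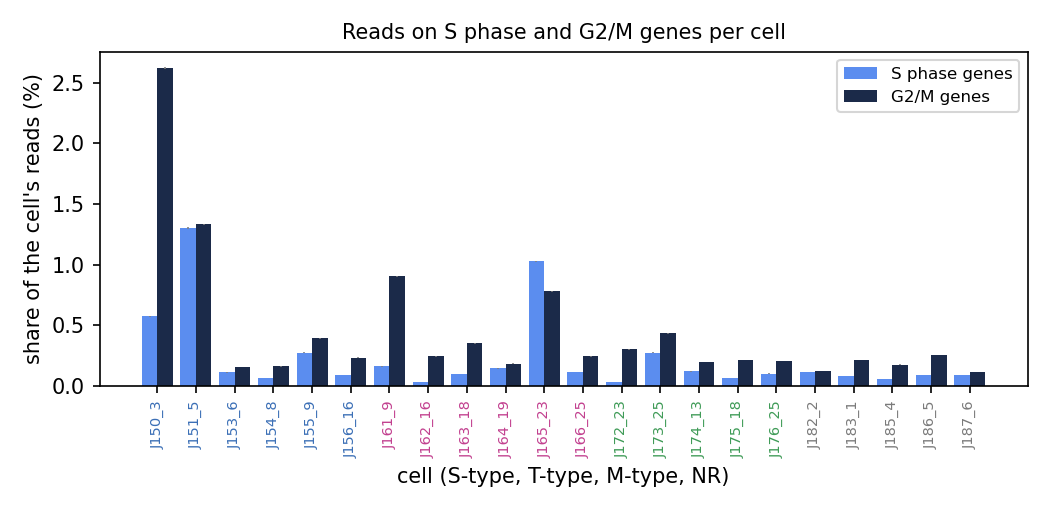
Percent of each cell's reads on S phase genes (light bars) and G2/M genes (dark bars) in the 22 cells, grouped as S-type, T-type, M-type and NR, with exact 95% binomial intervals. S-type cells J150_3 and J151_5 and T-type cell J165_23 hold the 3 tallest pairs.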

**Figure 2:**
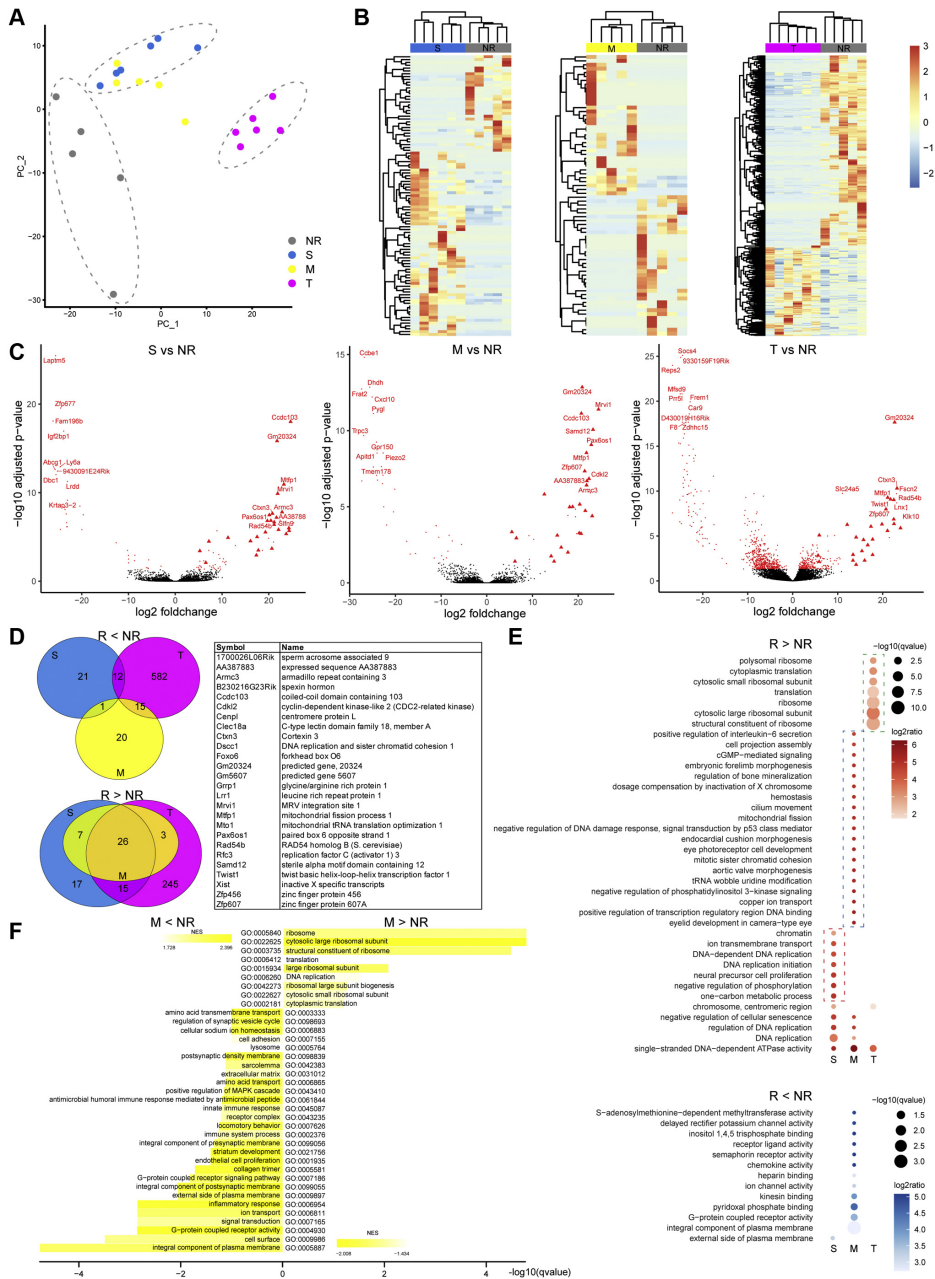
**Differential expression of EtOH responding (R) subtypes S, M, and T in contrast to the baseline (NR).***A*, PCA visualization differentially expressed genes derived from contrasting each of the R- to the NR-type. Samples are colored by the subtype and the NR-, T-, and the mixture of M- and S-types are highlighted by the *dashed-line ovals*. *B*, heatmaps showing upregulated and downregulated gene expression for subtype comparisons: S *versus* NR (*left*), M *versus* NR (*middle*), T *versus* NR (*right*). Each column in the heatmap represent the gene expression levels for each single cells analyzed in each category indicated in A. The color represents z-scores for each gene. *C*, volcano plots showing the significantly differential genes (*red dots*) in subtype comparisons: S *versus* NR (*left*), M *versus* NR (*middle*), T *versus* NR (*right*), top 10 differential genes (in either direction) shown in *red* font, the 26 intersection genes shown as *red triangles*. *D*, venn diagrams show the shared and unique genes differentiating R from NR. *Top left*, genes higher in NR; *bottom left*, genes higher in R; *right*, gene annotation for the 26 R > NR intersection genes. *E*, hypergeometric test–based Gene Ontology (GO) enrichment for the differential genes in subtype comparisons. *Top*, genes higher in R; *bottom*, genes higher in NR. *F*, GSEA for the differential genes comparing M *versus* NR. *Top*, genes higher in M; *bottom*, genes higher in NR. EtOH, ethanol; GSEA, gene set enrichment analysis; NR, nonresponsive; PCA, principal component analysis.

Compared to the stable calcium signal patterns observed in S- and T-types, which are persistent with repeated EtOH exposure across different EtOH doses, M-type signal is characterized by the inconsistency of signal patterns (mixture of other types). 

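Of the 36 genes that Table S3 gives as higher in M-type than NR, 28 had no NR read. A ratio to NR could be formed in S-type for 34 of them and in T-type for 32, and it was above 0 for 34 in S-type (100%) and for 27 in T-type (84.4%). This sign is another measure than the overlap of gene lists that the paper gives, and 26 of the 36 are listed as higher in all 3 types. Of the 32 genes, 24 had no NR read, and there a single T-type read can give a ratio under 0 because of the floor. All 3 contrasts share the same 5 NR cells. Across the 12719 genes, which are not independent replicates, the log2 ratios to NR correlated with Pearson's r of 0.452 between T- and S-type, 0.436 between T- and M-type and 0.565 between S- and M-type. In 100 simulations, groups without a difference were set against the same NR cells, and r then ranged from 0.5305 to 0.580, from 0.496 to 0.550 and from 0.501 to 0.549 for these pairs. Of the 36 genes with the largest ratio in M-type by size alone, 91.7% were also higher than NR in S-type and 86.1% in T-type, where the simulated shares were 88.9% to 100% and 86.1% to 100%.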

Of the identified DEGs, upregulated genes in M-type astrocytes completely intersected with those identified in S- and T-types (Fig. 2*D*, lower panel). Thus, the gene expression signatures of S- and T-type could reveal new genetic markers for these particular subpopulations of astrocytes. Taking advantage of the coherent calcium signals and distinct DEGs of S- and T-types compared to NR, identification of response type-specific gene expression was further investigated. Based on a pairwise comparison between types, at the minimum foldchange of two and the maximum Benjamini-Hochberg corrected *p*-value of 0.05, the DESeq2 Wald test for differential gene expression revealed 849 DEGs in T- *versus* S-type (Fig. 3*A*), 898 in T- *versus* NR-type, and 99 in S- *versus* NR-type (Table S3). 

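The 848 genes held for T-type versus S-type comprised 208 given as higher and 640 given as lower in T-type. For 837 of them (98.7%, 97.69 to 99.35) the log2 ratio of type levels had the direction of the table, and in the other 11 one type had no read and the other had 1 to 3. Across the 690 genes with reads in both types, the log2 ratio and the paper's log2 fold change correlated with Pearson's r of 0.996, a relation across genes. The median size of the log2 ratio was 5.65, and the paper's reported median is 6.27 with a median standard error of 1.63. The lower type had no read in 158 genes (18.6%), and a single cell held the majority of the higher level in 598 (70.5%). T-type and S-type cells did not overlap in 86 genes (10.1%), compared with 0.216% by chance and with 16 higher and 82 lower genes among all 11540 at a mean level of at least 10 (0.849%). The largest log2 fold change that the paper reports, 37.58 for *Lnx1* (chromosome 5, 74592447 to 74702912), belongs to 867 reads in 2 T-type cells and none in S-type, at least 279.9-fold higher, with a log2 bound of 6.74 without J165_23. *Fscn2* (chromosome 11, 120361534 to 120368168) was at least 443.3-fold higher, and 73.2% of its level came from J162_16, without which the log2 bound was 7.29. *Slfn9* (chromosome 11, 82978390 to 82991830) was at least 104.9-fold lower in T-type, where 81.4% of the S-type level came from J151_5 and the log2 bound without it was -4.54. *1700001L05Rik* (chromosome 15, 83353847 to 83367282) was at least 42.75-fold lower, with 98.25% of the S-type level in J154_8, and without that cell the S-type level lay under the T-type floor, so that the log2 value of 0.16 gives no direction. Of the genes with the cells of both types apart, *Rps20* (chromosome 4, 3831334 to 3835665) and *Cotl1* (chromosome 8, 119809222 to 119840544) were among the highest in T-type, with log2 ratios of 2.50 (2.48 to 2.52) and 2.50 (2.46 to 2.54). Without J162_16 their ratios were 1.575 and 1.59. *Ap5m1* (chromosome 14, 49066097 to 49094234) and *Trim39* (chromosome 17, 36258873 to 36272247) were among the lowest of those with a T-type read, each with 1, in J165_23. Their S-type reads numbered 4682 and 2812, their log2 ratios were -12.64 (-17.95 to -10.16) and -11.54 (-16.84 to -9.06), and without J165_23, with no T-type read left, the log2 bounds were -9.56 and -8.435.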

To further explore the relationship between the DEGs, we compared the aggregate list of all DEGs, comprising both upregulated and downregulated genes, identified as T-specific (Fig. S2*A*) or S-specific types (Fig. S2*B*) from a pairwise comparison of the T-type *versus* S-type RNA-seq datasets. When annotated this way, T-types express 107 distinct DEGs compared to S-types, and S-types express 230 DEGs that are unique to S-types when compared to T-types. We then identified aggregate lists of DEGs, which varied widely in number, found in other pairwise comparison of RNA-seq datasets. For example, there could be as many as 597 (*i.e.*, NR-specific DEGs identified that are expressed in NR cells when compared to T-types (T<NR; Fig. S2*A*)) or as few as 5 (*i.e.*, NR-specific DEGs identified that are expressed in NR cells when compared to S-types (S<NR; Fig. S2*A*)) when normalized against the T-specific DEGs (T > S). The diagrams comparing DEGs for each of the pairwise comparison to the T-specific DEGs demonstrate the frequency that T-type–specific DEGs are shared in any of the other pairwise comparisons. We observed that, out in addition to the 107 genes from the T > S comparison, another 201 DEGs uniquely expressed in T-types were identified *via* comparisons against other pairwise lists of aggregate DEGs (*i.e.*, the sum of 82 shared genes from the comparison of T > S *versus* T>NR, 17 genes from the comparison of T > S *versus* S<NR, and 2 genes from the comparison of T > S *versus* both S<NR and T<NR). It is notable that 82 or 39% of the total of the T-specific DEGs are shared with the DEGs expressed by T-types when compared to NR types (T>NR) while only two (*Fam196b*, *Igf2pb1*) overlap with DEGs expressed by NR types compared to T-types (T<NR; Fig. S2*A*), which suggests a clear demarcation in the molecular distinctiveness of the T-types compared to the S- and NR-types. 

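*Fam196b* had 3 T-type reads in 2 cells, no S-type read and 3526 NR reads. *Igf2bp1* (chromosome 11, 95957163 to 96005940), which the text spells differently, had 1 T-type read in J164_19, no S-type read and 528 reads in the 5 NR cells. Neither had more than 3 reads in T-type or S-type, so no fold is printed between these types, where the paper's reported log2 fold changes are 17.87 and 15.95. Against NR, the log2 ratios in T-type were -8.09 (-10.37 to -6.54) for *Fam196b* and -7.86 (-13.17 to -5.38) for *Igf2bp1*. Without J163_18 that of *Fam196b* was -9.18, and without J164_19 the log2 bound of *Igf2bp1* was -6.65.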

In a similar analysis of S-type–specific DEGs, we find 230 unique DEGs when comparing S-type to T-Types (T < S; Fig. S2*B*). An additional 411 S-type–specific DEGs can be identified (*i.e.*, sum of 397 genes from the comparison of T < S *versus* T<NR, 12 genes from a comparison of T < S and S>NR, and one each from the comparison T < S *versus* two other pairwise combinations). In contrast to the T-type–specific analysis, S-types (T < S) display a less discrete molecular identity. They share nearly 400 DEGs when compared to T<NR which emphasizes their dissimilarity with T-types. However, only 2% of the total DEGs, or 13, show overlap when the S-specific pairwise (T < S) is compared against S-specific DEGs identified when compared to NR types (S>NR; 12 DEGs) and one (*Reps2*) from another pairwise comparison (S<NR; Fig. S2*B*). 

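*Reps2* had 1 S-type read, in J154_8, and no T-type read, too few for a fold, and the paper's reported log2 fold change for T-type versus S-type is -14.11. Against 7488 NR reads, the log2 ratio in S-type was -12.58 (-17.89 to -10.10), and -9.47 without NR cell J186_5.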

The lack of overlap observed here suggests that S-types, though clearly expressing a different transcriptomic landscape than T-types, have a less distinctive molecular signature than T-types with both showing differing degrees of distinctiveness from NR types. 

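Between T-type and S-type, ribosomal protein genes had a median log2 ratio of 1.13 (1.10 to 1.14), with 80 of 83 genes higher in T-type. It exceeded 99.95% of random lists, which had a median of 0.600 and a central 95% range of 0.330 to 0.8975. Relative to the median of all genes it was 1.20, and under the other scalings it lay between 1.05 and 1.25. When the random lists were matched on transcript length as well as mean level, the 82 genes with a known length had a median of 1.11, above 99.58% of these lists. Per cell, ribosomal protein genes took 3.19% to 8.01% of the reads in T-type (median 4.96%), 2.58% to 5.24% in S-type (median 3.64%), 2.72% to 8.13% in M-type (median 4.48%) and 1.75% to 5.59% in NR (median 3.19%), so the ranges of the types overlapped. Leaving out 1 cell gave medians of the log2 ratio from 0.977 (J162_16) to 1.29 (J155_9).

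**Figure D3:**
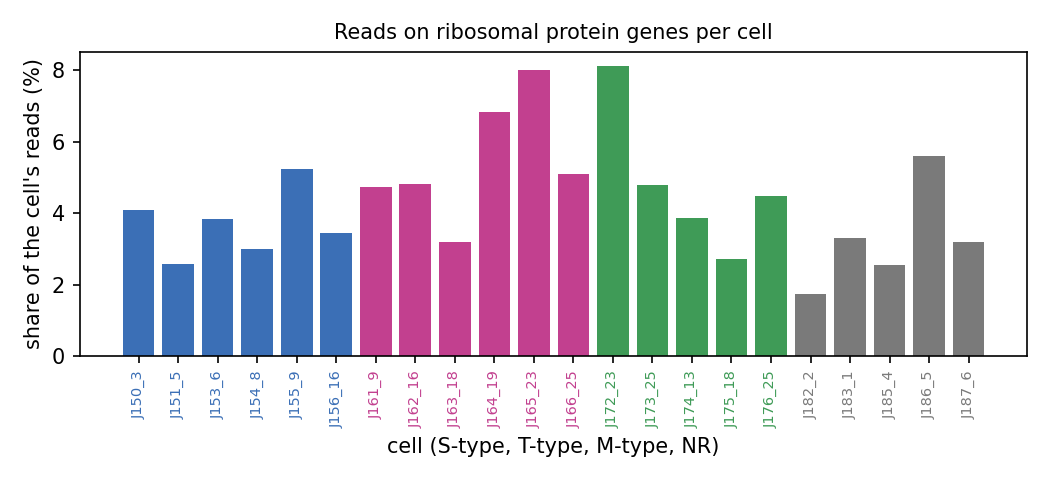
Percent of each cell's reads on 86 ribosomal protein genes in the 22 cells, with 1 bar per cell, colored by type (S-type, T-type, M-type and NR). M-type cell J172_23 (8.13%) and T-type cell J165_23 (8.01%) hold the largest shares.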

The general GO enrichment analysis based on hypergeometric test reveals that T-type astrocytes are functionally enriched in translation-related genes such as *ribonucleoprotein complex* in GO category cellular component, *structural constituent of ribosome* and *translation initiation factor activity* in molecular function, and *translational initiation* in biological process (Fig. 3*C*). In comparison, S-type astrocytes are enriched in structural component-related pathways such as *chromosome segregation* and *cell division* in biological process, *centrosome*, *kinetochore*, and *microtubule* in cellular component (Fig. 3*C* and Table S4). 

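G2/M genes had a median log2 ratio of -2.81 (-2.905 to -2.73) for T-type versus S-type, with 47 of 54 genes lower in T-type and below every random list. S phase genes had a median of -0.97 (-1.055 to -0.82), with 29 of 43 lower, below all but 0.35% of random lists. Relative to the median of all genes, the G2/M value was -2.73 with size factors and -1.92 with CPM of the pooled reads. The median was -0.92 without S-type cell J150_3 and -5.56 without T-type cell J165_23. Without both J150_3 and J151_5, chosen after their shares were seen, it was 0.62. After these cells, the next S-type share of reads on G2/M genes was 0.393%, while T-type cells held 0.183% to 0.903% (median 0.298%). T-type kept its cells with the largest shares, J161_9 (0.903%) and J165_23 (0.779%), when these S-type cells were left out.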

As confirmation, we repeated the enrichment analysis using gene set enrichment analysis (GSEA) (31). 

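Genes of oxidative phosphorylation, whose products lie in the mitochondrial inner membrane, had a median log2 ratio of 0.74 (0.69 to 0.76) for T-type versus S-type, with 65 of 75 genes higher in T-type. It lay above 93.45% of random lists, whose median was 0.485 and central 95% range 0.178 to 0.802, so it did not stand outside that range. With mean CPM the median was 0.20, and relative to all genes it was 0.81 with size factors and 0.65 with that scaling. For T-type, S-type and M-type versus NR the medians were 0.31, -0.36 and -0.30, above 15.6%, 0.06% and 1.65% of random lists. The share of reads per cell was 2.80% to 4.38% in T-type (median 3.56%), 2.10% to 4.12% in S-type (median 2.66%) and 1.56% to 4.16% in NR (median 3.52%), with *Atp5g3*, *Atp5b* and *Atp5a1* as the most read members.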

Consistent with the findings mentioned above, *ribosome*, *cytosolic large ribosomal subunit,* and *mitochondrial inner membrane* are the top enriched functions in T-type, while *condensed chromosome* and *mitotic spindle pole* are among the top enriched functions in S-type (Fig. 3*D* and Table S4). In M-type, besides complete intersection of upregulated genes with S- and T-types (Fig. 2*D*, lower Venn diagram), downregulated genes in particular were also shared with NR astrocytes where gene function is related to cellular physiology such as receptors, membrane functions, and signaling pathways (Fig. 2*F* and Table S5). Taken together, the distinct gene expression and calcium signal of T-types suggest it is the most distinct phenotype among EtOH responsive astrocytes.

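T-type libraries also differed from the others in genes outside Table S3. For the 139 genes given as lower in T-type than S-type that had no T-type read, 2780 genes outside the table were matched on their mean level in the other cells. The matched genes had a read in 44.75% of T-type cells, compared with 66.2% of S-type, 66.4% of M-type and 65.8% of NR cells. When S-type cells were the ones left out of the matching, 43.0% of T-type and 64.4% of S-type cells had a read. No T-type cell had a read in 13.5% of the matched genes, and no S-type cell in 7.16%. The genes of Table S3 given as higher in T-type than S-type had a median log2 ratio of 2.23 (2.21 to 2.25) to NR in T-type and -0.58 (-0.62 to -0.55) in S-type. Those given as lower had medians of -5.47 (-5.49 to -5.27) and 0.68 (0.65 to 0.72). From the distinct gene expression and the distinct calcium signal together, the paper proposes that T-type is the most distinct phenotype among EtOH responsive astrocytes.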

**Figure 3:**
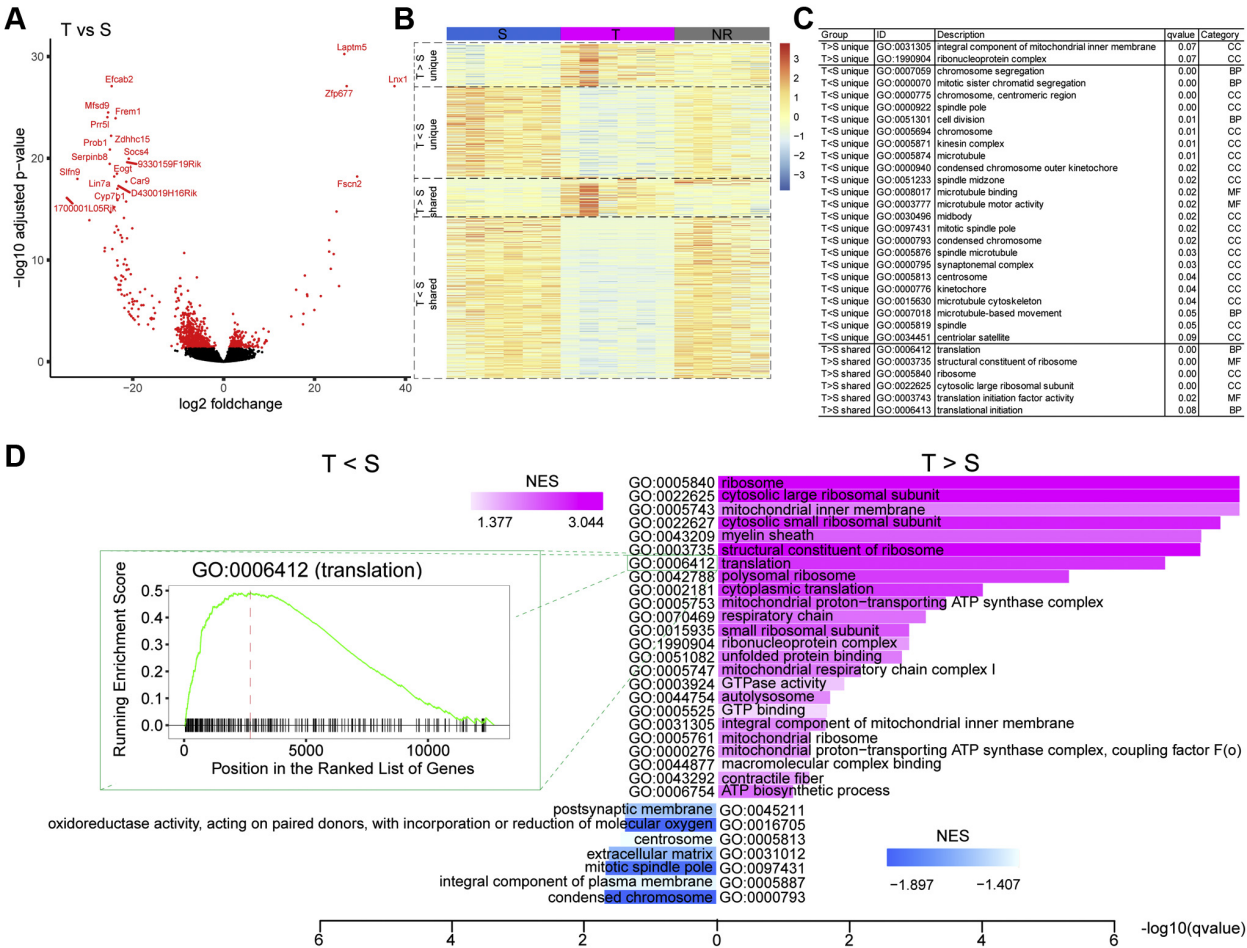
**Differential expression between the S- and T-type, general Gene Ontology pathways.***A*, volcano plot showing the significantly differential genes (*red dots*) between T and S, top genes shown in *red* font. *B*, heatmap showing the expression level (in z-scores) in S, T, and NR. Genes are grouped into four classes: (1) T > S or (2) T < S unique, the differential genes in T *versus* S but not in T *versus* NR or S *versus* NR; (3) T > S shared, the differential genes where expression in T > S and in T > NR or S < NR; (4) T < S shared, the differential genes where expression in T < S and in T < NR or S > NR. *C*, hypergeometric test–based GO enrichment for the differential genes defined in (B). GO terms were collected from three categories: biological processes (BP), molecular functions (MF), cellular components (CC). *D*, GSEA for the differential genes comparing T *versus* S. The *upper barplot* shows the significantly enriched GO terms in T > S (*magenta*), while the *lower barplot* shows the significantly enriched GO terms in T < S (*blue*). The color gradient represents the Normalized Enrichment Score (NES). The length of the bars represents the *q*-value in logarithm. The inset shows the GSEA running-sum statistic (*green curve*), the genes overlapping the target gene set (*gray whiskers*), and the leading-edge hits (*red dashed line*) for the particular pathway: GO:0006412 (translation). GO, gene ontology; GSEA, gene set enrichment analysis; NR, nonresponsive.

### S- and T-types differentially express inflammatory factors and regulators of intracellular calcium, mitochondrial function, and the epigenome

GO enrichment analysis of genes differentially expressed across all contrasts indicates clear functional correlations across DEGs in each response type. In order to understand the higher-order molecular organization of these different response types, genes with GO term annotations in selected pathways that are functionally correlated to cellular calcium signaling were further examined to identify functionally relevant differences in the expression landscape between S- and T-type astrocytes. S-type and T-type contrasts with NR were focused on due to their distinct and uniform calcium waveform properties and corresponding distinct DEG functional classes identified by GO term analysis and GSEA. Inflammatory response: Of the 54 genes differentially expressed between S- and T-types involved in the regulation of inflammatory responses (Fig. 4*A*: inflammation, Table S5), 16 of these genes can also regulate intracellular calcium levels (*Jak2*, *Nfatc1*, *Plcb1*, *Mylk*, *Grk6*, *Cish*, *G6pdx*, *Cxcr7*, *Hmgb1*, *Ptgfr*, *Selp*, *Gpr30*, *Scamp5*, *Ninl*, *Pls1*, *Panx1*) (Fig. 4*B*: inflammation-regulation of calcium). 

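Between T-type and S-type, the 16 genes *Jak2*, *Nfatc1*, *Plcb1*, *Mylk*, *Grk6*, *Cish*, *G6pdx*, *Cxcr7*, *Hmgb1*, *Ptgfr*, *Selp*, *Gpr30*, *Scamp5*, *Ninl*, *Pls1* and *Panx1* had a median log2 ratio of -5.84 (-6.47 to -5.50), with 13 lower and 3 higher in T-type. *Jak2*, *Nfatc1* and *Selp* were not among the genes held for this contrast in the copy of Table S3. *Jak2* (chromosome 19, 29251828 to 29313080) had reads in all 6 cells of each type and a log2 ratio of -2.87 (-2.97 to -2.76), or -2.23 without J150_3. *Scamp5* (chromosome 9, 57441327 to 57468060) did too, at -1.995 (-2.15 to -1.84). *Grk6* (chromosome 13, 55445072 to 55460927) had a log2 ratio of -4.08 (-4.46 to -3.73), and -5.64 without J164_19. *Ninl* (chromosome 2, 150934519 to 151039382) had one of -6.605 (-7.52 to -5.82), with all 13 of its T-type reads in J166_25, and -5.94 without J150_3. *Mylk* (chromosome 16, 34745210 to 35002420) stood at -5.89 (-6.46 to -5.38), and at -9.00 without J161_9. Few T-type reads were behind the others: 4 of *Nfatc1*, 3 of *Cxcr7*, 2 of *Panx1*, 1 of *Pls1* and none of *Selp*, against 401, 827, 771, 785 and 582 S-type reads. Their log2 ratios were -5.49 (-7.37 to -4.12), -7.28 (-9.56 to -5.73), -7.45 (-10.50 to -5.59) and -8.715 (-14.02 to -6.23), and *Selp* was at least 150.1-fold lower. Cell J151_5 held 84.2% of the S-type level of *Cxcr7* and 78.3% of that of *Selp*, and without it the ratio of *Cxcr7* was -4.88 and the log2 bound of *Selp* -5.28. Without J155_9, with 80.7% of the S-type level, *Panx1* was at -5.34. *Nfatc1* ranged from -7.50 (without J164_19) to -4.31 (without J156_16), and without J164_19, which held the T-type read of *Pls1*, the log2 bound of *Pls1* was -7.49. Of the genes higher in T-type, *G6pdx* (chromosome X, 74409483 to 74429194) had a log2 ratio of 3.67 (3.57 to 3.77), and 2.20 without J162_16. *Hmgb1* (chromosome 5, 149046702 to 149184489) had one of 2.91 (2.865 to 2.95), and 0.75 without that cell, which held 82.0% of its T-type level. *Cish* had 289 reads in 2 T-type cells and 2 reads in 1 S-type cell, a log2 ratio of 8.805 (6.94 to 11.86), and 7.63 without J164_19.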

All but three of these genes (*Cish*, *G6pdx*, *Hmgb1*) are enriched in S-type astrocytes compared to T-type astrocytes, suggesting pathways that regulate inflammatory responses active at baseline might contribute to shaping the calcium waveform in response to EtOH. *G6pdx* is believed to be involved in responses to EtOH, potentially due to its role in regulating cellular NADPH levels (32, 33). *Hmgb1* has been shown to be released by neuronal cells following EtOH stimulation and can promote the further release of proinflammatory factors (34). Combined with the fact that *Panx1*, a component of gap junctions, is enriched in S-type astrocytes, *Hmgb1* as a releasable factor could also play a role in S-type regulation of overall responsiveness through intercellular communication. Mitochondrial function: forty-five genes differentially expressed between S- and T-types are responsible for mitochondrial function (Fig. 4*A*: mitochondria, Table S5), including enzymes that metabolize EtOH (*Aldh2*), enzymes responsible for oxidative phosphorylation or its regulation (cristae: *Adck1*, uncoupling: *Slc25a47,* complex I: *Ndufb4, Ndufs8, Nubpl;* complex II: *Sdhc;* complex III: *Bcs1l*; complex IV: *Cox6c, Cox7b, Coa4, Taco1;* ATP synthase: *Atp5f1*), mitochondrial proteostasis (transport: *Rab3d, Timm10b, Timm17a, Timm44*; translation: *Mrpl1, Mrpl52, Mrpl13, Mrpl20, Rpl35a, Wars2, Secisbp2, Trmt61b*; processing: *Immp1l, Hsp90ab1*), and lipid metabolism (*Abca8b*, *Lipt2*, *Acad8, Tango2, Ptpmt1, Acp6, Cerk, Mboat7*) (Fig. 4*B*: mitochondrial). 

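*Aldh2* (chromosome 5, 121566027 to 121593824) had a log2 ratio of 2.42 (2.33 to 2.52) for T-type versus S-type and a range of 1.89 to 2.76 when cells were left out. The 12 genes named for oxidative phosphorylation went both ways, with 7 higher and 5 lower in T-type, as did the 14 of mitochondrial proteostasis with 8 and 6, whereas 7 of the 8 genes of lipid metabolism were lower, with a median of -3.91. *Atp5f1* (chromosome 3, 105942698 to 105960099) stood at 1.80 (1.78 to 1.82), and at 0.87 with CPM of the pooled reads. *Cox6c* (chromosome 15, 35925886 to 35938246) had a log2 ratio of 2.14 (2.13 to 2.15) and *Cox7b* (chromosome X, 106015700 to 106022450) one of 2.39 (2.37 to 2.41), and without J162_16, which held 58.15% and 57.9% of their T-type levels, the values were 1.22 and 1.45. With the other scalings or thinned cells their lowest values were 1.01 and 1.255. *Hsp90ab1* (chromosome 17, 45567775 to 45573271) was 2.48 (2.47 to 2.49) higher on the log2 scale, with a lowest value of 2.17 on leaving out a cell and of 1.68 with the other scalings or thinned cells. *Timm17a* (chromosome 1, 135295213 to 135313778) stood at 2.56 (2.535 to 2.59), and at 1.02 without J162_16. *Rpl35a* (chromosome 16, 33056453 to 33060189) was at 1.665 (1.64 to 1.69) and between 1.51 and 1.87 when cells were left out, and mean CPM gave 1.23. Of the lipid genes, *Ptpmt1* (chromosome 2, 90908716 to 90918258) was the one higher in T-type, at 2.67 (2.64 to 2.71), and 1.30 without J162_16. *Mboat7* (chromosome 7, 3677789 to 3693523) was at -3.63 (-3.75 to -3.51), and at -4.29 without J166_25. *Tango2* (chromosome 16, 18300825 to 18348103) was at -4.90 (-5.06 to -4.75), with -3.31 without J151_5 and -6.26 without J165_23.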

Since mitochondrial metabolism is intimately linked to mitochondrial calcium dynamics, this may contribute to differential calcium responses observed between S- and T-types. Regulation of mitochondrial calcium stores and corresponding intracellular calcium levels complexly interact under homeostasis and pathology. However, the examination of EtOH-induced genes one hour after exposure did not identify apoptotic genes activated by the mitochondria (Table S2), further supporting the fact that subtype-specific EtOH-induced response properties fall within the physiological responsiveness. Intracellular calcium: Forty-seven genes controlling calcium release from internal stores and channels at the extracellular membrane are differentially expressed between the S- and T-type astrocytes (Fig. 4*A*: Calcium, Table S5), some of which overlap with mitochondrial functions (Fig. 4*B*: Calcium). For example, *Vdac1*, which can release calcium from mitochondria under specific scenarios (35, 36, 37), is increased in expression in T-types relative to S-types, whereas genes that regulate calcium release from other internal stores are enriched in S-types (*Gpr30*, *Orai2*, *Plcb1*, *Ptgfr*, *Stim2*). In addition, two subunits that regulate L-type voltage-gated calcium channels, known to be expressed and functional in astrocytes (38, 39, 40, 41), are more highly expressed in S-types relative to T-types (*Cacnb3*, *Cacnb2*). 

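*Vdac1* (chromosome 11, 52360860 to 52389397) had reads in all 12 cells and a log2 ratio of 1.765 (1.74 to 1.79) for T-type versus S-type, or 1.09 without J162_16. With the other scalings or thinned cells its lowest value was 0.77. *Stim2* (chromosome 5, 53998499 to 54121057) had 405 T-type and 6293 S-type reads and a log2 ratio of -3.49 (-3.64 to -3.34), or -4.49 without J164_19. *Orai2* (chromosome 5, 136147459 to 136170713) had 11 T-type reads and a log2 ratio of -5.03 (-6.04 to -4.18), with -5.81 without J161_9 and -4.34 without J154_8. *Plcb1* (chromosome 2, 134786067 to 135475258), with 15 T-type reads, was at -5.78 (-6.62 to -5.06), and at -3.675 without S-type cell J151_5, which held 80.75% of the S-type level, and at -7.21 without J164_19. *Ptgfr* (chromosome 3, 151796502 to 151837630) had 7 T-type and 1613 S-type reads and a log2 ratio of -7.48 (-8.79 to -6.43). J154_8 held 73.3% of its S-type level, and the ratio was -5.84 without that cell and -9.19 without J161_9. *Gpr30* had 2 T-type reads in 1 cell and 604 reads in 3 S-type cells, and its log2 ratio was -8.51 (-11.56 to -6.65), while without J166_25, which held the T-type reads, the log2 bound was -6.40.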

Though not voltage dependent, *Slc8a1*, also known as *NCX1*, is also enriched in S-types, and under certain conditions, the activity of this transporter can result in net calcium influx (42, 43). 

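*Cacnb2* (chromosome 2, 14603088 to 14987908) had 5 reads in 2 T-type cells and 939 in 5 S-type cells, a log2 ratio of -6.665 (-8.29 to -5.44), with -7.51 without J162_16 and -5.43 without J153_6. *Cacnb3* (chromosome 15, 98630840 to 98644529) had 84 and 973 reads and a log2 ratio of -3.63 (-3.97 to -3.31), which was -2.18 without S-type cell J150_3 and -4.34 without J166_25. *Slc8a1* (chromosome 17, 81373105 to 81738377), with 437 and 7934 reads, was at -4.10 (-4.24 to -3.96), at -3.01 without J151_5 and at -4.96 without J165_23.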

Differential expression of these calcium flux regulators and mitochondrial proteins at baseline indicates the implementation of different gene expression programs with regards to mitochondrial and calcium regulation revealed by baseline EtOH-induced calcium responses.

**Figure 4:**
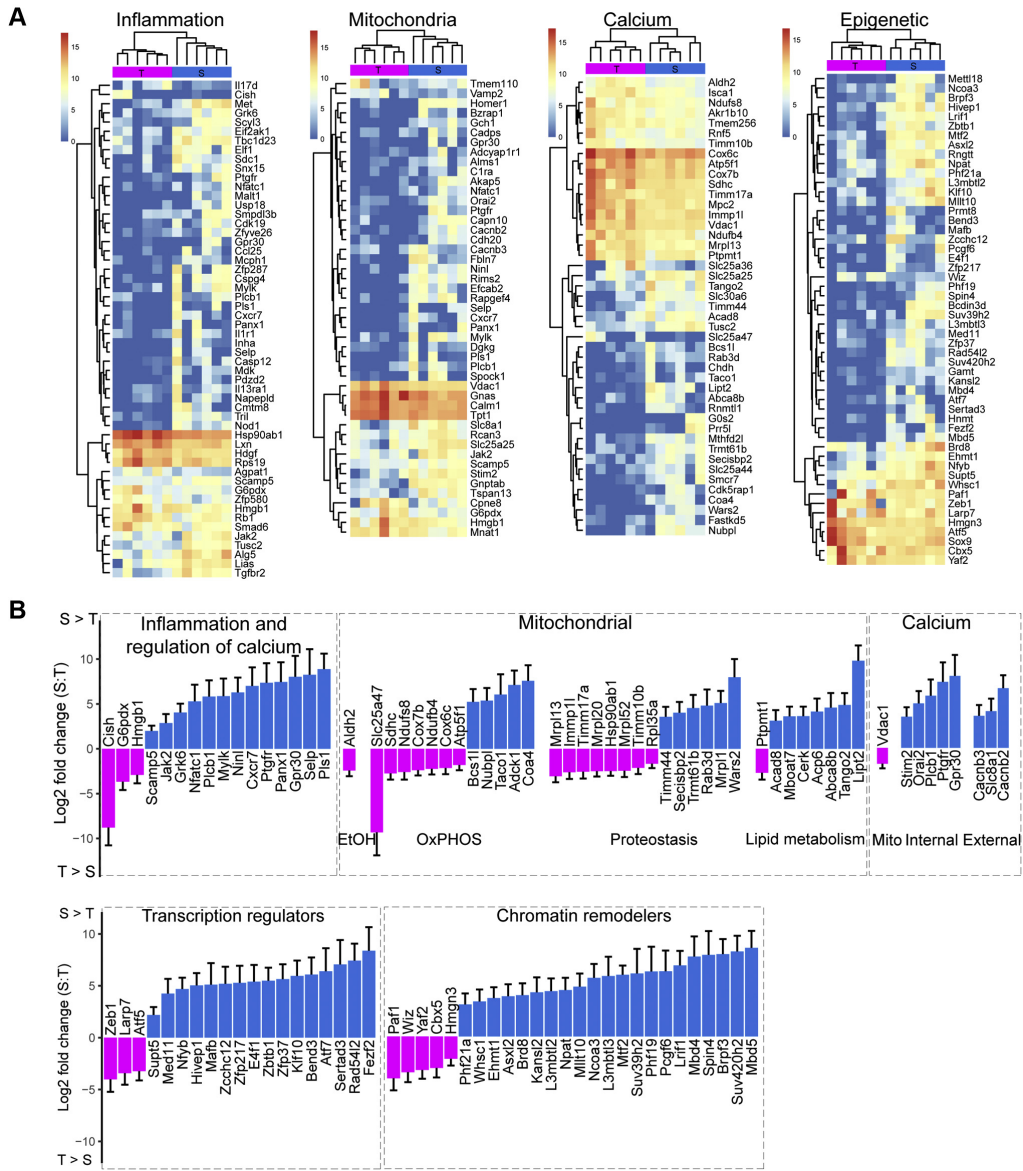
**Differential expression between the S- and T-type, selected specific pathways: inflammation, mitochondria, calcium regulation, and epigenetic factors.***A*, heatmaps showing the expression level (in z-scores) of the genes comparing S- and T-type in four selected pathways: inflammation, mitochondria, calcium and epigenetic factors. *B*, barplots showing individual differential genes comparing S- and T-type in the selected pathways from (A) plus the chromatin remodelers. Y-axis, log2 foldchange (S > T, blue; T > S, magenta).

Besides gene expression differences related to calcium signals, potential epigenetic mechanism difference between S- and T-type astrocytes were identified. This category includes genes whose function modifies gene expression, including transcription factors and associated regulators of transcription and chromatin remodeling factors (Fig. 4*B*, lower panel). Differential expression was found between S- and T-types for a number of genes that use SAM as a cofactor for methylation of targets other than DNA (RNAs: *Rngtt*, *Bcdin3d*; proteins: *Mettl18*, *Prmt8*; metabolites: *Gamt*, *Hnmt*) (Fig. 4*A*: epigenetic, Table S5), pointing at baseline differences in 1-carbon metabolism that could impact chromatin modifications and structure and subsequently gene expression (44, 45, 46, 47, 48). 

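All 6 of these genes were lower in T-type than S-type, with a median log2 ratio of -7.45 (-8.17 to -6.86). *Prmt8* had 4 reads in 2 T-type cells and 3567 in 4 S-type cells, a log2 ratio of -9.17 (-11.05 to -7.81), with -10.59 without J161_9 and -7.475 without J153_6, which held 74.2% of the S-type level. *Mettl18* (chromosome 1, 163994889 to 163997243) had 2 and 1295 reads, a log2 ratio of -9.03 (-12.08 to -7.17), and -10.43 without J161_9. *Rngtt* (chromosome 4, 33310311 to 33502614) had reads in 4 T-type and 6 S-type cells and a log2 ratio of -3.95 (-4.26 to -3.66), with -5.66 without J164_19.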

As well as a number of transcription factors whose activity can directly regulate the transcription of other genes (*Hivep1*, *E4f1*, *Zeb1*, *Sox9*, *Zfp37*, *Nfyb*, *Atf5*, and *Mafb*) (Fig. 4*B*: transcription regulators), many genes involved in chromatin structure and organization were differentially expressed between S- and T-type astrocytes (Fig. 4*B*: Chromatin remodelers). These genes include factors that regulate chromatin structure through direct histone H2A, H3, or H4 acetylation (*Kansl2*, *Brd8*, *Brpf3*, *Ncoa3*) or recruitment of acetylating enzymes (*Npat*) as well as deacetylation (direct: *Phf21a*, *via* enzyme recruitment: *Lrif1, Mtf2, Phf19*). 

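Of the 8 transcription factors, 3 were higher and 5 lower in T-type than S-type, and the median log2 ratio was -4.89 (-4.99 to -4.54). The 3 higher were read in every T-type and S-type cell, and each owed most of its T-type level to J162_16. *Zeb1* (chromosome 18, 5591860 to 5775467) had a log2 ratio of 4.01 (3.97 to 4.05), with 88.8% of the T-type level in that cell. *Atf5* (chromosome 7, 44812256 to 44816658) had one of 3.23 (3.20 to 3.25) with 76.8%, and *Sox9* (chromosome 11, 112782224 to 112787760) one of 3.05 (3.03 to 3.075) with 77.2%. Without J162_16 the ratios were 1.14, 1.45 and 1.25. With the other scalings or thinned cells their lowest values were 2.25, 1.88 and 1.73.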

Other DEGs directly methylate lysine residues within histones H3 or H4 (*Suv420h2*, *Suv39h2*, *Whsc1*, *Yaf2*, *Ehmt1*) or recruit enzymes that do so (*Wiz*, *Mllt10*, *Paf1*). Additional genes bind to methylated histones to activate (*Hmgn3*) or repress (*L3mbtl2*, *L3mbtl3*, *Mbd4*, *Cbx5*, *Asxl2*) transcription. Furthermore, a subset of these genes controls the ubiquitination status of histones (*Paf1*, *Pcgf6*, *Mbd5*).

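The 9 genes of histone acetylation and deacetylation were all lower in T-type than S-type, with a median log2 ratio of -5.56 (-6.14 to -4.99). Of the 8 genes of lysine methylation 3 were higher and 5 lower, of the 6 that bind methylated histones 2 and 4, and of the 3 of ubiquitination 1 and 2, with medians of -3.52, -4.09 and -6.28. *Npat* (chromosome 9, 53537047 to 53574342), *Brd8* (chromosome 18, 34598615 to 34624601) and *Mtf2* (chromosome 5, 108065674 to 108109004) had log2 ratios of -4.42 (-4.63 to -4.225), -3.94 (-4.04 to -3.83) and -5.97 (-6.29 to -5.67). *Npat* ranged from -5.81 (without J164_19) to -3.595 (without J156_16), *Brd8* was at -2.77 without J151_5, which held 62.9% of its S-type level, and *Mtf2* at -6.75 without J166_25. *Whsc1* was at -3.345 (-3.42 to -3.27), and at -4.03 without J164_19. *Yaf2* (chromosome 15, 93284278 to 93336935), *Paf1* (chromosome 7, 28392951 to 28399388) and *Cbx5* (chromosome 15, 103191544 to 103239816) were higher in T-type, at 3.19 (3.16 to 3.22), 3.99 (3.95 to 4.02) and 3.00 (2.98 to 3.03). Cell J161_9 held 82.6%, 85.65% and 84.2% of their T-type levels, and without it the ratios were 0.92, 1.45 and 0.60. *Hmgn3* (chromosome 9, 83109948 to 83146685) was at 2.13 (2.10 to 2.16), and at 1.30 without J162_16. With the other scalings or thinned cells its lowest value was 1.01. *Asxl2* (chromosome 12, 3426857 to 3506852) was at -3.85 (-4.14 to -3.58), and at -6.435 without J164_19. *Pcgf6* (chromosome 19, 47033617 to 47050906) had 15 T-type reads in 1 cell and a log2 ratio of -6.28 (-7.12 to -5.55), with -3.83 without J151_5 and a log2 bound of -8.54 without J161_9. *Mbd5* (chromosome 2, 48949508 to 49325405) had 2 T-type and 1320 S-type reads, a log2 ratio of -9.81 (-12.86 to -7.96), while without J166_25, which held these T-type reads, the log2 bound was -7.69.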

### High read depth sequencing enables rich characterization of calcium response associated gene signatures not previously identified in the literature

DEGs were identified between S- and T-type astrocytes using high depth sequencing at least 30 times higher than existing high throughput single-cell methods in which prior individual phenotypic status is unknown (49, 50, 51, 52, 53, 54, 55, 56). Moreover, our method results in over 10,000 detected genes, ∼5 times greater than in existing single-cell RNA-seq datasets (49, 53, 56, 57) (Fig. S3*A*). This gene detection sensitivity is crucial in detection of genes with low expression and facilitating their comparison between different conditions, especially when there is a subtle difference in expression levels. Indeed, by examining the proportion of cells that have nonzero expression of the T- *versus* S-type genes, none of the three publicly available single-cell RNA-seq astrocyte datasets exceed 20% detection, while the process described here achieved detection of over 80%, which is almost comparable to the bulk RNA-seq counterpart by Erickson *et al.* (Fig. S3*B*). Furthermore, gradual downsampling our data from one million to 10,000 total reads in the S, T, M, and NR samples resulted in a rapid decrease in gene detection sensitivity, which approaches zero when the library size is reduced to as low as that in Zeisel *et al.* (10,000), a point at which the specificity is almost halved (from 89% to 50%, Fig. S3*C*). 

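Across the 22 cells, 6319 to 13070 genes had at least 1 read, with a median of 10852.5. The medians were 11355.5 in S-type, 9203.5 in T-type, 11300 in M-type and 10944 in NR. With every cell thinned at random to the 2937786 reads of the smallest library, the overall median was 9721.5, and the medians by type were 10306.5, 7826, 10127 and 9899. At least 5 reads per gene left a median of 9440 genes.

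**Figure D4:**
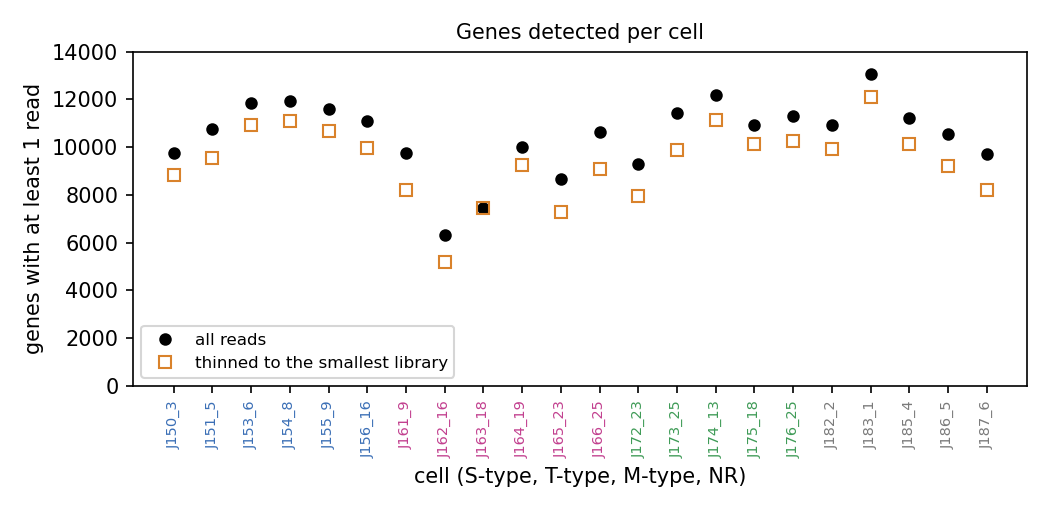
Genes with at least 1 read in each of the 22 cells, grouped as S-type, T-type, M-type and NR, with all reads (filled circles) and after thinning to the smallest library (open squares). The lowest value, 6319 genes, is that of T-type cell J162_16.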

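Over the 848 genes held for T-type versus S-type, the mean share of cells with at least 1 read was 71.3% (95% interval 70.66 to 71.97). It was 81.7% in S-type, 77.85% in M-type, 79.0% in NR and 49.0% in T-type, while for the 208 genes given as higher in T-type it was 86.3% in T-type and 83.65% in S-type. The median gene was read in 72.7% of cells, and 357 genes (42.1%) were read in more than 80% of them. Requiring at least 5 reads gave 60.3%.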

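Thinned to 1000000, 500000, 100000, 50000 and 10000 reads per cell, the share of cells with a read of these 848 genes was 57.0%, 53.1%, 40.9%, 34.6% and 19.5%. The median number of genes detected per cell at these depths was 8790, 8110, 6338, 5473 and 3185. Sensitivity and specificity of the paper's calls were not computed, since no test between types was run here.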

Although supervised clustering based on calcium signal type still shows good subtype discriminability (Fig. S3*D*), the ability to identify DEGs is markedly reduced (49).

Due to the technical differences from public datasets such as RNA amplification methods and sequencing read depth, direct validation of identified DEGs across different calcium signal types in this study by an existing dataset is not ideal. Instead, we tested the variances of gene expression in identified DEGs and stationary genes (non-DEGs) from S- and T-type astrocytes in public astrocyte transcriptome datasets (53, 56, 58) (Fig. 5*A*). The significant difference in variance of those two gene populations were observed in other single astrocyte transcriptome studies using *in vitro-* as well as *in vivo*-derived astrocytes samples (Fig. 5*A*). Using the cultured astrocyte single-cell transcriptome dataset (58), we identified three different classes of astrocyte subgroups. The clusters represent features of cell cycle–related function enrichment (cluster 1) and immune-related function enrichment (cluster 2) (Fig. 5, *B* and *D*). The pronounced genes overlapping in different clusters with response type preferences was observed with 47 genes in cluster 1 shared with S-type and 14 genes in cluster 2 with T-type astrocytes (Fig. 5*B*). For example, the increased immune-related transcripts (*Ly86* and *Mpeg1*), dominantly expressed in T-type astrocytes, were primarily expressed in cluster 2 with lower expression in other clusters. 

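*Ly86* (chromosome 13, 37345208 to 37419036) had 132 reads in 2 T-type cells and 2 reads in S-type, a log2 ratio of 7.33 (5.445 to 10.39), with 5.66 without J164_19 and 8.26 without J155_9. *Mpeg1* (chromosome 19, 12460779 to 12465283) had 496 T-type reads in 2 cells and 15 S-type reads, a log2 ratio of 6.405 (5.67 to 7.25), with 3.495 without J164_19, which held 89.1% of the T-type level, and 7.64 without J153_6. Against NR the 2 genes were lower in T-type, with a median log2 ratio of -0.48 (-0.65 to -0.33), and lower still in S-type, at -7.35 (-8.22 to -6.55). Both genes are among the 18 of a list of microglial genes fixed in advance, and the 2 T-type cells with their reads, J161_9 and J164_19, had reads of 16 and 10 of the 17 genes of that list other than *Laptm5*.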

The opposite trend was observed with S-type signature genes in cluster 1 (Fig. 5*C*). This unsupervised clustering method was able to cluster the *in vivo* mouse brain vascular single-cell dataset (56), where we detected two major classes (cluster 0 and 1) of astrocytes (Fig. S4*A*). Despite the dissimilarity with our data in terms of the differential genes identified, functionally, we observed the GO term, *the mitotic spindle pole*, in cluster 0 (Fig. S4*B*). Based on type-specific DEGs, we compared our *in vitro* results to the *in vivo* study by Batiuk *et al*., which established five distinct astrocyte clusters based on transcriptomes from acutely isolated cells in the adult mouse brain (53). The T-type–specific genes were exclusively enriched in the astrocyte subgroup AST4 and AST5 (Fig. 5*E*), which are reported to share the features of the neural stem or progenitor cells and the intermediate progenitors, respectively (53).

**Figure 5:**
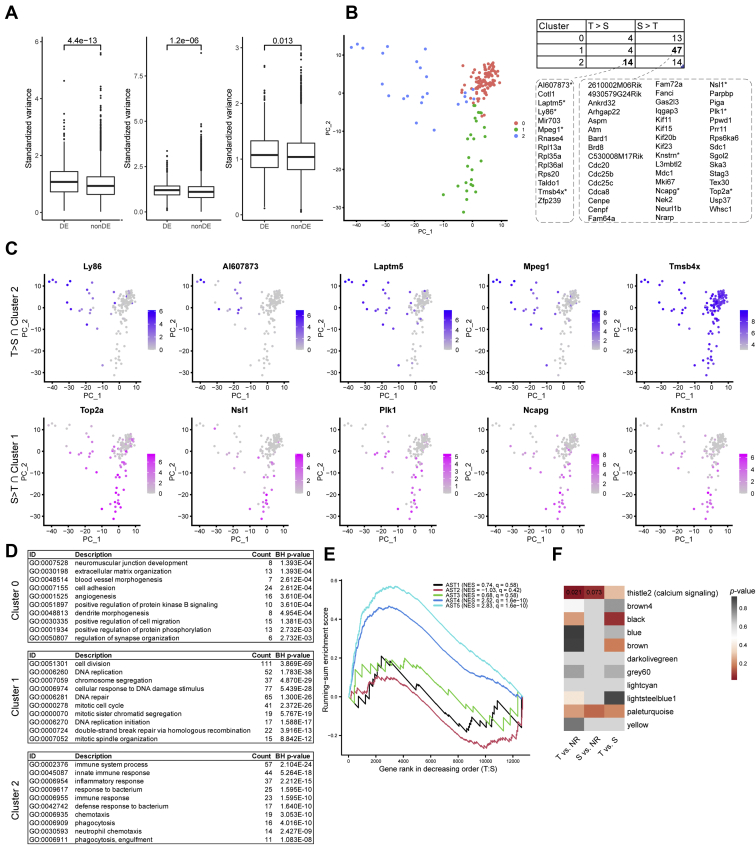
**Validation of the T- and S-types using external mouse and human astrocyte transcriptome datasets.***A*, boxplots comparing the standardized variance of the T- *versus* S-type differential (DE) and nondifferential (nonDE) genes in three public mouse astrocyte single-cell RNA-seq datasets: Spaethling *et al.* (*left*), Batiuk *et al.* (*middle*), Vanlandewijck *et al.* (*right*). *B*, left: PCA clustering of the mouse astrocytes from Spaethling *et al.* into three clusters. *Right*: overlap of the T *versus* S genes from this study and the cluster-specific genes from Spaethling *et al.* Genes shared between T- > S-type and Cluster 2, and between T- < S-type and Cluster 1 are listed at the *bottom*, respectively. *C*, expression of the top five cluster-specific genes (with *asterisks* in B) in Spaethling *et al. D*, *top* 10 GO enriched functions in Cluster 0, 1, and 2 from Spaethling *et al. E*, GSEA running-sum enrichment scores of the T *versus* S differential expression against the five astrocyte clusters (AST1-5) defined by Batiuk *et al. F*, heatmap showing the overlap between the subtype differentiating genes and the human alcohol dependency modules (size > 20) defined by Kapoor *et al.* Texts show the *p*-values for two marginally significant overlap. GO, gene ontology; GSEA, gene set enrichment analysis; PCA, principal component analysis.

To assess the relevance of translation of results from mouse to the human, DEGs in this study was compared to the human alcoholism transcriptome dataset. Eleven human alcohol dependency coexpression modules with more than 20 genes were extracted from the study by Kapoor *et al*. A hypergeometric test quantified their overlap with our astrocyte type-specific DEGs. As shown in Figure 5*F*, the T-type–specific DEGs (against the NR baseline) show moderately significant (*p* = 0.021) overlap with the thistle2 module, which is mapped to networks correlated to calcium signaling functions. In comparison, the S-type–specific DEGs (against NR) show marginally significant (*p* = 0.073) enrichment (59).

In summary, the higher gene expression variances in type-specific DEGs identified here in other astrocyte transcriptome studies supports the existence of EtOH-sensitive astrocyte subgroups. The approach of combining physiological assessment as a selection factor for gene expression analysis and high read depth single-cell RNA-seq for coverage of baseline gene expression in this study are critical elements to achieve the required sensitivity of detection of these gene profiles in astrocytes. The association of those gene profiles with calcium signals is essential to define functional astrocyte subgroups, which is not yet established, and is an essential initial step in the long path to understanding the role of astrocytes in alcohol abuse–related disorders.

## Discussion

Due to the intrinsic chemical properties of EtOH as a small and polar molecule, even with clear pathological consequences of overuse, numerous biological processes can be altered beyond conventional drug-receptor interactions. EtOH broadly influences cellular activity and subsequent higher brain function in the nervous system, but its effect on astrocytes and the role of astrocytes under EtOH exposure is not well characterized. In this study, we investigate the heterogeneity of the astrocyte phenotype using a combination of physiology and genomics tools to understand the EtOH responsiveness in astrocyte subgroups. Using a controllable *in vitro* primary cell culture system, subsets of astrocytes that exhibited a distinct phenotype were identified based on calcium responses to acute EtOH exposure (S-, T-, M-, and NR types). These response types were observed in response to a range of EtOH doses and persisted with repeated EtOH exposure, suggesting they represent a stable phenotypic trait. These findings were further supported by classifying distinct gene signatures associated with the response types with the least inter-group variability: S- and T-types. It is important to note that the high per gene read coverage achieved with deep sequencing of samples played a vital role in identifying these understated gene signatures. Many of the high-throughput approaches for single-cell RNA-seq, including droplet-based cell separation, result in the multiplexing of hundreds to thousands of single cells onto a single sequencing lane, typically ensuing in the capture of many samples at low read coverage and thus low gene detection (60, 61, 62, 63). While high-throughput approaches are amenable to identifying highly enriched genes that distinguish between major cell types among massive quantities of cells, the loss of the capability to identify low abundance genes limits interpretability of functional markers, especially among cells with nondominant phenotypes, that is, rare cell types. The complementary approach in this study uses deep sequencing and ion-imaging, allowing the detection of unknown EtOH-sensitive astrocyte subgroups and confirming subtle gene expression signatures by the discovery of a significant number of genes across subgroups.

The complex expression patterns of many genes are the result of nucleosome modifications that result in either direct or indirect effects on gene expression, and thus chromatin modifications and resulting structure are intimately linked to and indicative of changes in gene expression (64). These long-term chromatin modifications are generally discussed in the context of stem or progenitor cells as they advance through the process of terminal differentiation. However, astrocytes of adult mammals are still able to divide *in vitro* and *in vivo* (65, 66, 67, 68)*,* indicating these differential chromatin modifications may be passed on to daughter cells and potentially alter brain circuit functions (69, 70, 71, 72, 73) over the long term. Apparently, a human post mortem brain tissue study shows alcoholism reduces the astrocyte population (74). In correlation with epigenetic DEGs in this study, it could suggest that the involvement of epigenetic modification in astrocytes by EtOH exposure might play potential roles in astrocyte fate. Interestingly, the shared functional enrichment of T-type DEGs in this study with *in vivo* astrocyte subgroups (AST4: neural stem or progenitor cells and AST5: intermediate progenitors) suggest potential type-specific alterations of an intrinsic molecular program (53). In addition, the difference in baseline expression of epigenetic genes between S- and T-type astrocyte also suggest a hypothetical subgroup-specific mechanism for maintaining heightened EtOH susceptibility even in the absence of EtOH usage.

Despite the vital role of calcium in brain function, the differential EtOH-induced astrocyte calcium responses identified here in the brain are unclear. DEGs discriminating between S- and T-types are enriched across mitochondrial functions, calcium homeostasis, and inflammation pathways. All of these pathways are closely related to calcium regulation in cells. Thus, the EtOH-induced calcium signal type might not be generated by conventional activation of specific pathways but due to the complex interactions of the cellular processes. Any modifications of the activation or distortion of those genes can potentially modify calcium signals in astrocytes. The strongest calcium signals present in M-type and the expression of downregulated genes in M-type astrocytes were similar to those in NR astrocytes. However, upregulated genes of M-type completely intersected with all EtOH other responsive astrocytes, suggesting that intersected genes across calcium responsive astrocytes share molecular factors for calcium signal generation. Potentially, the downregulated genes shared between M-type and NR specifically act to lower the threshold and eventually enforce the strongest calcium response to EtOH. In fact, in the coculture configuration in which there is a developmental and constant interaction between neurons and astrocytes, we found that repeated EtOH stimulation evokes reciprocal communication between neuron and astrocytes and enhances their calcium signal intensity through extracellular chemicals (24). With the astrocyte response type perspective in this study, the enhanced astrocyte calcium signal is the most indicative of M-type characteristics. Whether those calcium signal enhanced astrocytes show the same gene signatures as M-type or not, a simultaneous increase of calcium signal enhancement in both neuron and astrocyte subgroups indicate their concerted participation in EtOH response. Thus, EtOH-induced heterogenous calcium signals in astrocytes suggest that strategic distribution of types could actively and differentially influence the brain cell network through regulation of reciprocal intercellular signal strength upon stimulus-induced activity of calcium-dependent astrocyte functions.

The findings in this study have significant implications *in vivo* since these response-specific DEGs identified *in vitro* are associated with gene expression signatures in acutely isolated astrocytes from adult mouse brains, and those astrocytes also display distinct calcium signal properties (53). The correlation of identified DEGs and gene functions in the present study to the human alcoholic brain gene set implicates the potential translational investigation on the significance of calcium signal-related core gene sets in human alcohol use disorder and fetal alcohol syndrome (59). T-type astrocytes are the most distinctive subgroup from other astrocytes based on common calcium signal-related features of gene expression in both *in vitro* and *in vivo* as well as in human samples. Recently, it has been identified that some astrocytes nonresponsive to EtOH at lower doses are responsive at higher doses, while a certain percentage of astrocytes remain persistently nonresponsive at all EtOH doses tested (24). In addition to the characterization of the response-type–specific subtypes *in vivo*, it will be informative to determine the distinction in NR astrocytes that are persistently nonresponsive at all EtOH doses (*i.e.*, those defined as nonresponsive at the 100 mM dose) compared to NR astrocytes that are recruited to respond to EtOH at higher doses. (*i.e.*, those defined as nonresponsive at the lower doses but responsive at the 100 mM dose). This process of recruitment of nonresponsive to responsive cells with higher EtOH doses further highlights the potential role of astrocyte plasticity, which could modify the overall EtOH responsiveness in the brain. Therefore, investigating the differential gene expression of those two groups could reveal gene markers critical for EtOH susceptibility or resiliency in astrocytes. Brain region differences in S-, T-, M-, or NR type distribution *in vivo* could result in regionally distinct responses to EtOH exposure. Thus, the rich information of functionally linked DEGs and their association with calcium signal characteristics will provide the basis for future investigations of functional differences in different astrocyte subgroups. Understanding the role of each response type in EtOH-induced pathologies will be enriched by future studies that identify the role of EtOH-responsive genes in each response type associated with different susceptibility or resilience to the effects of EtOH. Manipulation of these factors *in vivo* will inform the ability to shape EtOH responses toward the resilient states (75). Our results also suggest that a cell subtype nomenclature, in which gene signatures are paired with phenotype parameters, may specifically define the unknown functional feature of astrocytes and other cells (76). Future studies will be important in dissecting these potential effects in a system closer to the *in vivo* state or *in vivo* in the context of modulation of the identified gene targets by characterizing the functional dependence or relationship between gene expression changes, physiological responsiveness, and resiliency of the EtOH impact on altering cellular functions and systemic malfunctions.

## Experimental procedures

### Animals

Timed pregnant C57BL/6 mice were purchased from Charles River. All procedures were approved by the University of Pennsylvania’s Institutional Animal Care Committee.

### Drugs and chemicals

Ethanol-200 proof (Decon Labs #2716) was obtained from Decon Labs through the Alcohol Service Center at the University of Pennsylvania. Other chemicals used in the recording solution for calcium imaging were purchased from Sigma.

### Primary mouse cortical astrocyte culture

Primary cultured astrocytes were prepared from cortex of single C57BL/6 mouse pups (P0-P1) as described (77). In brief, the cerebral cortex was dissected from the brain and adherent meninges were removed prior to mincing and dissociation with 2.5% trypsin (20 min, #15090-046, Gibco) by trituration. This single-cell suspension was then passed through a 40 μm cell strainer (#22363547, Fisher Scientific) to remove clumps. Cells were plated in 25 cm^2^ plastic flasks (#sial0639, Sigma) and cultured in Dulbecco’s modified Eagle’s medium (#10–013, Corning) supplemented with (in mM) 25 glucose, 4 L-glutamine, one sodium pyruvate, and 10% fetal bovine serum (#100-500, GemCell). Cultures were maintained at 37 °C in a humidified 5% CO_2_ incubator. The media was replaced every 2 to 3 days. Prior to replating on glass coverslips coated with 0.1 mg/ml poly L-lysine (#P9155, Sigma), cultures were shaken (250 rpm for 6 h) and treated for 12 h with cytosine arabinoside (10 μM) to remove potentially contaminating cell types such as microglia.

### Calcium imaging and sample collection

Coverslips containing plated astrocytes were loaded with 10 μg/ml Fluo-4 AM (#F14201, Thermo Fisher Scientific) mixed with 0.0001% pluronic acid (#P3000MP, Thermo Fisher Scientific) for 25 min at room temperature then de-esterified for 10 min with continual perfusion of external solution. Serum was removed 24 h prior to experiments. External solution (imaging saline, perfusion speed: 3 ml/min) contained 140 mM NaCl, 5.4 mM KCl, 1 mM MgCl_2_, 2 mM CaCl_2_, 16 mM glucose, 10 mM Hepes, adjusted to pH 7.3. The calcium indicator-loaded coverslip was then transferred to an open bath chamber (RC-27, Warner Instruments) for imaging and sample collection. To minimize cell-to-cell fluorescence loading variation and animal and culture batch variations, the calcium signal in individual astrocytes was normalized against calcium signals induced by 100 μM ATP at the end of each experiment. For single-cell isolation, targeted single cells were identified based on real-time imaging results and collected with a pipet tip pulled from a glass microcapillary (#3450099, Thermo Fisher Scientific) controlled by a micromanipulator (Eppendorf, Transferman NK2). Immediately after isolating samples by gentle aspiration, samples were snap frozen on an ethanol-dry ice mixture then briefly stored at −20 ^°^C prior to mRNA amplification (78).

### Calcium imaging and data analysis

All *in vitro* imaging experiments were performed using a Zeiss 710 meta upright laser-scanning microscope (W20x plan-apochromatic lens, 1.0NA). Briefly, settings for fluo-4 imaging were 488 nm laser excitation and 505 to 570 nm emission collection through a 488 nm long-pass dichroic mirror. A sub-stage detector was used to simultaneously collect reflected images for cell morphology assessments and micro pipet positioning. A standard imaging field of 1680 μm^2^ with 512 pixel^2^ resolution, 3.2 μs pixel dwell time, and 320 μm pinhole size was used. For faster imaging (1 Hz), bidirectional scanning mode was employed. All imaging experiments were performed at room temperature and continuously perfused with fresh saline. Based on these settings, one field of view contains approximately 25 astrocytes. In order to maintain the proper ethanol concentration in the cellular saline perfusate, fresh anhydrous 200 proof ethanol was used to prepare the desired concentration just before the start of an experiment. Zeiss Zen program was used to analyze calcium dynamics online for cell selection. Acquired time-lapse raw images (16 bit) were post processed using MetaMorph Offline version 7.8 (Molecular Devices) to extract intensity values and calculate intensity changes for confirmation of cell types. Briefly, a cell-free area of the coverslip was chosen for the background and subtracted from the entire image stack. Regions of interest in the cytosol were selected based on the mean pixel values across the time-collapsed image stack. For quantitative calcium signaling analysis, the temporal dynamics in fluorescence changes were expressed as background-subtracted values ΔF/F_o_ = ((F-F_o_)/F_o_), where F_0_ represents the fluorescence level of the cells before stimulation, and ΔF represents the change in fluorescence occurring following stimulation of the cell. The calculated ΔF in every single astrocyte was then normalized against individual maximal calcium responses induced by application of 100 μM ATP at the end of each experiment.

### RNA amplification, library construction, and sequencing

Single cells were collected in 5x first strand buffer (ThermoFisher, supplied with #1808004) and snap frozen prior to storage. Single cells were then thawed and amplified using modifications to the antisense RNA (aRNA) amplification procedure (78). Alterations included using Beckman Coulter Ampure XP beads (#A63881) for all cleanups after second strand reaction or the Beckman Coulter Agencourt RNAClean XP (#A63987) following the *in vitro* transcription reaction. Cleaned double stranded cDNA or cleaned aRNA was eluted in small volumes to allow direct input into the next step without the need for an ethanol precipitation or speed vacuum concentration step. Amplification was restricted to two rounds to ameliorate the shortening effect of random primed-based approaches as well as the severity of 3′bias of polyA selection amplification approaches. Second round aRNA was sheared based on overall size distribution assessed using an Agilent Tapestation 2200, with the shearing time adjusted for longer average aRNA products, prior to input into the Illumina TruSeq mRNA stranded library construction procedure (#20020594, set A indexes #20020492 and set B indexes #20020493). A total of 50 ng of aRNA from a single sample was input into library construction. All other steps after shearing were followed according to the manufacturer’s specifications. Following completion of library preparation, samples were multiplexed at 12 samples per lane and sequenced on a NextSeq 500 using the 150 cycle high output v2 kit (#FC-404-2002), allowing for paired end 2 x 75 base pair reads.

### Read processing and computational analysis

Following sequencing, adapters, library barcode sequences, polyA tails, and low-quality bases (phred score < 20) were trimmed from all reads using a custom python script prior to alignment to the mouse genome (GENCODE GRCm38) using STAR (https://github.com/safisher/ngs/blob/master/ngs_STAR.sh). Feature counts of high quality uniquely aligned reads were quantified using VERSE (modified HTSeq with hierarchical assignment: exon, mito, intron, intergenic) (28). The raw count matrix and the metadata can be found in Table S1. Raw exonic read counts were normalized using DESeq (29) and genes expressed in less than five cells were filtered out. For the comparison of S-, M-, T-type, and NR astrocytes, the DESeq2 Wald test for differential expression was performed in R and statistical output was obtained for all contrasting datasets. Significant genes were retained where FDR < 0.05 and foldchange ≥ 2 or ≤ 0.5. To identify potential upregulation of apoptotic genes by the treatment scheme used, the Likelihood Ratio Test was employed in the DESeq2 R package to find genes whose expression was altered over time in a response-dependent manner. The reduced model that includes the response type and collection time point was tested against the full model that also includes the interaction between response and time. Significant genes were retained where FDR < 0.1. Volcano plots of significant genes which visually contrast the differential expression analysis of the DESeq2 Wald test were generated with the R package ggplot2 (79). Heatmaps were generated with the R package pheatmap (80). For the external single-cell RNA-seq datasets, R package Seurat 4 (81) was used for data import, normalization and scaling, dimension reduction (PCA, UMAP, t-SNE), and Louvain module detection. GO enrichment and GSEA were done with the R package clusterProfiler (82). UpSet diagrams were done with the R package UpSetR (83).

### Statistics

Data are presented as mean ± SD. For all experiments, data normality was first assessed using a Shapiro-Wilk normality test. For normally distributed data, differences between groups were evaluated by unpaired two-tailed t-tests or one-way ANOVA with Dunnett's multiple comparisons post-hoc tests. For data not following a normal distribution, Mann-Whitney tests (Two-tailed) were performed. Sigmaplot 12.0 and MS Excel were used for these analyses and to create the plots. Additional statistical details are provided in Table S6.

## Data availability

The data that support the findings of this study are available in Gene Expression Omnibus (GEO) repository at NCBI, reference number GSE199025.

## Supporting information

This article contains supporting information (49, 53, 56, 57).

## Conflict of interest

The authors declare no competing interests.

## Figures and Tables

**Supporting infomation_Figure 1:**
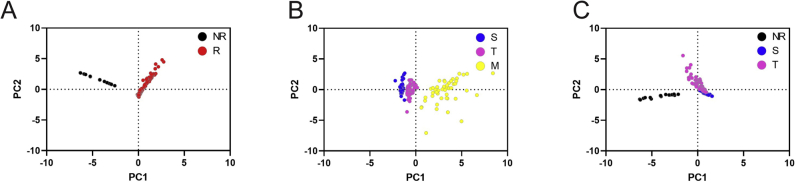

**Supporting infomation_Figure 2:**
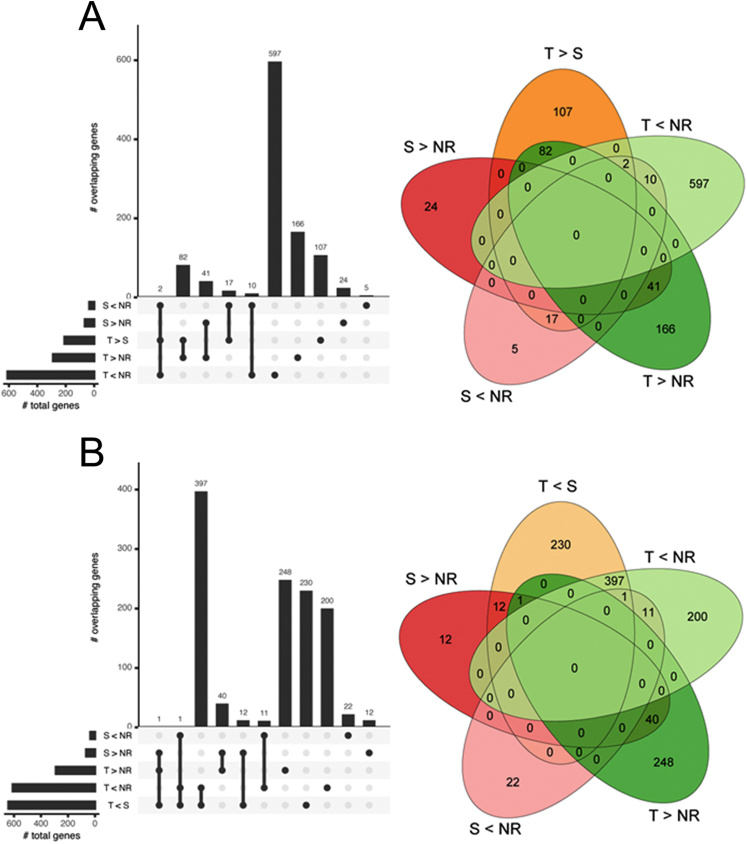

**Supporting infomation_Figure 3:**
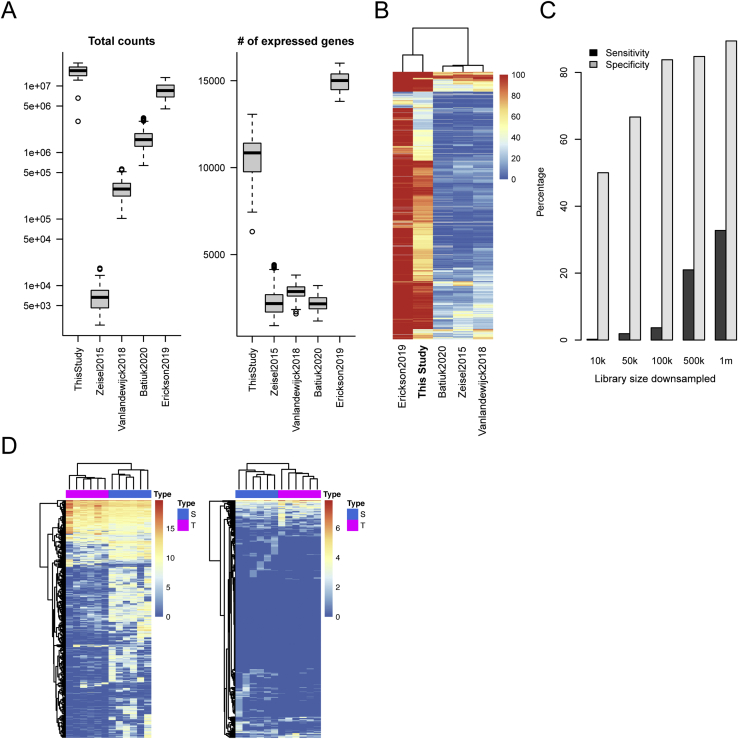

**Supporting infomation_Figure 4:**
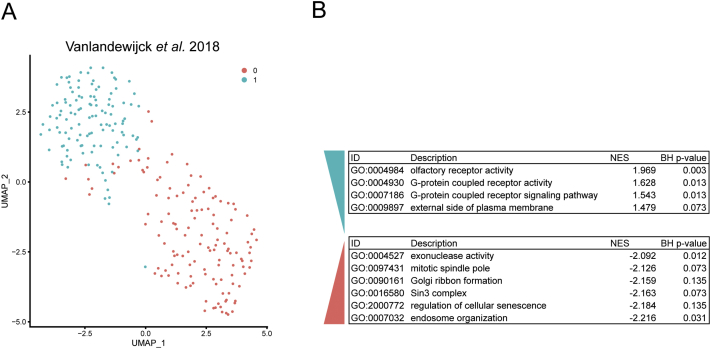

# Supplementary material for: Astrocyte ethanol exposure reveals persistent and defined calcium response subtypes and associated gene signatures
**Source:** J Biol Chem. 2022 Jun 16;298(8):102147. doi: 10.1016/j.jbc.2022.102147
**Supplement:** supporting information text

**Figure S1. Classification of EtOH induced astrocyte calcium responses and subtype identification.**

In order to define a calcium response as EtOH-induced, the % changes in normalized ΔF over baseline (before EtOH application and saline application) from all the samples were used to identify the EtOH-induced calcium signal without bias. Two clusters were identified by multiple regression analysis as high and low variable groups. Using average and standard deviation (SD) of the low variable group, a cut-off for non-responsive was defined as less than 20% change (over than AVE + (2 x SD) of low variable group). Based on calcium waveform characteristics such as slope, amplitude, and frequency, classification parameters were set and tested using principal component analysis (PCA) for validation. **A**, Clustering between EtOH-responsive (R) versus Non-responsive (NR). **B**, S-,T- and M-type clustering. **C**, Non-responsive (NR) versus S-and T-type astrocytes. All detailed information for PCA is in Table S6.

**Figure S2.** **Examination of the regulatory direction of the T vs. S differential genes with respect to the T vs. NR or S vs. NR comparisons.**

**A**, UpSet plot and Venn diagram showing the overlap between T- > S-type genes and the T- or S-type differential (up- or down-regulated) genes in contrast to the NR baseline. **B**, UpSet plot and Venn diagram showing the overlap between T- < S-type genes and the T- or S-type differential (up- or down-regulated) genes in contrast to the NR baseline.

**Figure S3. Assessment of the sequencing depth-statistical power relationship in S- and T-type gene signatures using mouse astrocyte transcriptomes from Erickson *et al.,* (59), Batiuk *et al.,* (55), Zeisel *et al.*, (51)*,* and Vanlandewijck *et al.*, (58).**

**A**, Boxplots showing the total read counts (left) or the number of expressed genes (right) in this study and in the four public mouse astrocyte transcriptome datasets. **B**, Heatmap showing the percentage of cells expressing the T vs. S differential genes in this study and the four public datasets in comparison except Erickson *et al.* For Erickson *et al.,* in which the percentage of samples is displayed. Columns are clustered by the Euclidean distance between each study. **C**, Barplots showing the sensitivity (black) and the specificity (grey) when the sequencing depth of each cell in this study is downsampled to one million (1m), 500,000 (500k), 100,000 (100k), 50,000 (50k) and 10,000 (10k) exonic reads. **D**, Heatmaps showing the T vs. S differential genes’ normalized expression levels in T- and S-types given the original sequencing depth (left) and the downsampled sequencing depth (right). Cells are hierarchically clustered by the Euclidean distance.

**Figure S4. Astrocyte subtype detection and GO functional enrichment in Vanlandewijck *et al.*’s (58) mouse astrocyte transcriptome data.**

**A**, UMAP visualization of the mouse astrocytes from Vanlandewijck *et al.* Colors represent two clusters identified by Louvain module detection. **B**, GSEA significant enrichments in Cluster 0 (red) or Cluster 1 (green) specific genes.

**Table S1.** Raw count matrix for analysis.

**Table S2.** Canonical apoptotic gene expression analysis of single astrocytes.

**Table S3.** List of DEGs between calcium response types T, S and NR.

**Table S4.** Gene Ontology enrichment analysis of T- vs. S-type *unique* or *shared* differential genes and GSEA significant terms for T- vs. S-type differential genes.

**Table S5.** Gene Ontology enrichment analysis and GSEA significant terms for T- vs. S-type, T- vs. NR-type, S- vs. NR-type and M- vs. NR-type differential genes**.**

**Table S6.** Statistical analysis results for Figure 1 and S1.

# Supplementary material for: Astrocyte ethanol exposure reveals persistent and defined calcium response subtypes and associated gene signatures
**Source:** J Biol Chem. 2022 Jun 16;298(8):102147. doi: 10.1016/j.jbc.2022.102147
**Supplement:** Supporting infomation_Table S6

**Table S6. Results from statistical analysis.**

| Figure. No. | Results from statistical analysis |  |
| --- | --- | --- |
| Figure 1A | ***Astrocyte***  No response:  (Fmax (Normalized, %) = 2.5175 ± 1.3324,  **Δ** F (%) = 105.270 ± 11.9967, n = 77);  Response:  (Fmax (Normalized, %) = 17.0179 ± 16.6566,  **Δ** F (%) = 348.3120 ± 29.0260, n = 144);  Fmax (Normalized, %)  Unpaired two-tailed t-test, Power of performed test with alpha = 0.050: 1.000:  t = 7.721, *P* < 0.001:  **Δ** F (%)  Unpaired two-tailed t-test, Power of performed test with alpha = 0.050: 1.000:  t = 5.622, *P* < 0.001. |  |
| Figure 1B | ***Astrocyte***  Type S, EtOH 100 mM:  (Fmax (Normalized, %) = 5.1590 ± 1.7413,  Slope = 0.0122 ± 0.0275, AUC (Normalized, %) = 18.7161 ± 1.3011, n = 94);  Type T, EtOH 100 mM:  (Fmax (Normalized, %) = 10.8570 ± 4.0020,  Slope = 0.5280 ±0.3935, AUC (Normalized, %) = 24.25891 ± 1.3438, n = 64);  Type M, EtOH 100 mM:  (Fmax (Normalized, %) = 41.9006 ± 13.9099,  Slope = 3.3268 ± 2.0499, AUC (Normalized, %) = 32.24847 ± 2.9587, n = 47).  ***S vs T PCA (Principal Component Analysis)***  PC1  Eigenvalue = 3.651  Proportion of variance = 45.64%  PC2  Eigenvalue = 1.894  Proportion of variance = 23.67%  Component selection method: Parallel analysis  Random seed = 525692468  Rows analyzed (# cases) =126 |  |
| Figure 1C | ***Astrocyte Responsive cells (%)***  Saline (1.2500 ± 2.5000, Coverslips =4, n = 62),  EtOH 5 mM (13.4300 ± 11.2470, Coverslips = 5, n = 88),  EtOH 10 mM (12.7823 ± 11.2254, Coverslips = 18, n = 291),  EtOH 50 mM (20.0233 ± 10.8082, Coverslips = 11, n = 247),  EtOH 100 mM (78.3083 ± 5.5997, Coverslips = 8, n = 125),  One-way ANOVA with Dunnett's multiple comparisons test, F (4,42) = 76.251, *P* < 0.001:  EtOH 100 mM vs. Saline, ^###^ *P* < 0.001;  EtOH 100 mM vs. EtOH 5 mM, *** *P* < 0.001;  EtOH 100 mM vs. EtOH 10 mM, *** *P* < 0.001;  EtOH 100m M vs. EtOH 50 mM, *** *P* < 0.001*.*  One-way ANOVA with Holm-sidak comparisons test, F (3,32) =1.701, *P* = 0.1.999:  EtOH 5 mM vs. EtOH 10 mM, *P* = 0.909;  EtOH 5 mM vs. EtOH 50 mM, *P* = 0.446;  EtOH 10m M vs. EtOH 50 mM, *P* = 0.224*.* |  |
| Figure 1C | ***Astrocyte Type composition***  EtOH 5 mM:  Type S = 6.3830 ± 1.4072,  Type T = 4.2636 ± 1.2868,  Type M = 3.1915 ± 1.4502,  EtOH 10 mM:  Type S = 9.0741 ± 2.1072,  Type T = 2.3742 ± 0.9868,  Type M = 1.3339 ± 0.7504,  EtOH 50 mM:  Type S = 9.1946 ± 1.1561,  Type T = 4.6354 ± 1.3519,  Type M = 6.1933 ± 2.9358,  EtOH 100 mM:  Type S = 32.6374 ± 1.1561,  Type T = 27.5391 ± 3.0498,  Type M = 18.1319 ± 4.4123. |  |
| Figure 1D | ***Astrocyte Fmax (Normalized, %)***  Type NR:  EtOH 5 mM, Type NR = 2.6116 ± 1.6016,  EtOH 10 mM, Type NR = 2.5904 ± 1.4755,  EtOH 50 mM, Type NR = 2.5933 ± 1.3861,  EtOH 100 mM, Type NR = 2.6074 ± 1.5806,  One-way ANOVA with Dunnett's multiple comparisons test, F (3,359) = 0.0237,  EtOH 100 mM vs. EtOH 50 mM, ns *P* = 0.952;  EtOH 100 mM vs. EtOH 10 mM, ns *P* = 0.894;  EtOH 100 mM vs. EtOH 5 mM, ns *P* = 0.829.  Type S:  EtOH 5 mM, Type S = 3.7732 ± 0.4839,  EtOH 10 mM, Type S = 3.8215 ± 0.6033,  EtOH 50 mM, Type S = 4.2636 ± 0.5430,  EtOH 100 mM, Type S = 4.4813 ± 1.8096,  One-way ANOVA with Dunnett's multiple comparisons test, F (3,140) = 3.044,  EtOH 100 mM vs. EtOH 50 mM, ns *P* = 0.269;  EtOH 100 mM vs. EtOH 10 mM, ns *P* = 0.590;  EtOH 100 mM vs. EtOH 5 mM, ns *P* = 0.999.  Type T:  EtOH 5 mM, Type T = 7.3370 ± 3.4047,  EtOH 10 mM, Type T = 8.7330 ± 2.3360,  EtOH 50 mM, Type T = 8.5940 ± 3.3906,  EtOH 100 mM, Type T = 8.7330 ± 2.3360,  One-way ANOVA with Dunnett's multiple comparisons test, F (3,61) = 0.638,  EtOH 100 mM vs. EtOH 50 mM, ns *P* = 0.504;  EtOH 100 mM vs. EtOH 10 mM, ns *P* = 0.680.  EtOH 100 mM vs. EtOH 5 mM, ns *P* = 1.000.  Type M:  EtOH 5 mM, Type M = 27.5360 ± 3.0579,  EtOH 10 mM, Type M = 26.8010 ± 5.1723,  EtOH 50 mM, Type M = 31.1763 ± 15.3587,  EtOH 100 mM, Type M = 41.9006 ± 13.9099,  One-way ANOVA with Dunnett's multiple comparisons test, F (3,62) = 3.638, P = 0.018  EtOH 100 mM vs. EtOH 50 mM, ns *P* = 0.116;  EtOH 100 mM vs. EtOH 10 mM, ns *P* = 0.324;  EtOH 100 mM vs. EtOH 5 mM, ns *P* = 0.048. |  |
| Figure 1E | ***Astrocyte Pattern similarity (%, 1^st^ versus 2^nd^)***  Type S – Type S (91.8427 ± 5.9195, n = 193),  Type T– Type T (98.5507 ± 2.2452, n = 193),  Type M– Type M (94.6979 ± 6.2573, n = 193),  Total (95.0304 ± 6.2553, n = 193). |  |
| sFigure 1 | ***NR vs R PCA (Principal Component Analysis)***  PC1  Eigenvalue = 2.044  Proportion of variance = 51.09%  PC2  Eigenvalue = 1.744  Proportion of variance = 43.61%  Component selection method: Parallel analysis  Random seed = 524645984  Rows analyzed (# cases) =204  ***NR vs S vs T PCA (Principal Component Analysis)***  PC1  Eigenvalue = 2.475  Proportion of variance = 61.88%  PC2  Eigenvalue = 1.302  Proportion of variance = 32.56%  Component selection method: Parallel analysis  Random seed = 525445406  Rows analyzed (# cases) =157  ***S vs T vs M PCA (Principal Component Analysis)***  PC1  Eigenvalue = 4.762  Proportion of variance = 52.92%  PC2  Eigenvalue = 1.572  Proportion of variance = 17.47%  Component selection method: Parallel analysis  Random seed = 525026000  Rows analyzed (# cases) =172 |  |
|  | | |

How the deposited data were processed for this re-analysis (not part of the article)

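RNA of 22 single mouse astrocytes was measured after their calcium response to EtOH had been classified, with 6 S-type, 6 T-type, 5 M-type and 5 NR cells. The authors amplified the antisense RNA of each cell in 2 rounds, prepared stranded TruSeq libraries and sequenced them on a NextSeq instrument as paired reads. They trimmed the reads, aligned them to GRCm38 with STAR and counted the uniquely aligned exonic reads of each gene with VERSE, and they deposited these raw counts with 1 column per cell and no normalization. The paper's text gives no version of STAR or VERSE and does not say whether the counting used the strand. There were no molecular identifiers, so a count is a number of amplified reads. The values were checked to be whole numbers whose totals differ between cells. Summed over the genes, a cell had between 2937786 and 22131076 reads, with a median of 16965582, and the precision this depth gives is stated as a 95% interval that covers counting error only.

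Size factors were medians of ratios to the geometric mean over the genes with a read in every cell, computed with NumPy 2.4.6 and pandas 2.3.3 under Python 3.11.15. The level of a gene in a type was the mean over its cells of the count divided by the size factor, and a level of 0 was set to 3 reads over the type divided by its summed size factors. No fold is printed for a named gene with at most 3 reads in both types, but such genes keep a ratio formed with the floor in the counts and medians over many genes, and a fold against a type without a read is given as a bound. Genes with a read in fewer than 5 cells were left out of the comparisons between types. The contrasts were T-type versus S-type and T-type, S-type and M-type versus NR. Since neither the labels nor the paper name the animal or culture of a cell, each type counted as 1 sample, and no test between types, p-value or standard error was computed. Intervals of counts and shares were exact (SciPy 1.17.1), those of the log2 ratio of a gene came from the exact binomial split of its reads between the 2 types, and those of a list from 1000 Poisson redraws. Single genes had first been given intervals from Poisson redraws too, and the method was changed after the values were seen, because redraws are too narrow where a type has few reads.

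Lists were written by symbol or symbol pattern for ribosomal proteins, oxidative phosphorylation, S phase, G2/M, microglia, astrocytes, the oligodendrocyte lineage, neurons, endothelium, mural cells with fibroblasts, and sex-linked genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty). Apart from the sex-linked genes, the median log2 ratio of each list was compared with 10000 random lists of the same size matched on mean level in 20 bins. The limit of 10 CPM for sex-linked reads was chosen when the reads per cell were known. Principal components used log2 of the normalized count plus 1. Positions and transcript lengths came from GENCODE vM21, which is on the same build as the alignment. Figures were drawn with matplotlib 3.10.9. The steps were tested on simulated data with 200 changed genes per contrast, where fitted slopes were 0.991 to 1 and 97% to 99.5% of the changed genes had the right sign. The simulation gave every gene the same spread between cells. It did not copy genes for which 1 cell holds most of a level, so it checks the computation and not the stability of such ratios.

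The genes named were those to which the Results text gives a direction between 2 types, the genes higher than NR in all 3 responding types of Table S3, and the 2 with the largest fold change per direction and contrast of that table. In each contrast the 3 genes with the largest ratio per direction were added from those at a mean level of at least 10 whose cells of the 2 types did not overlap. Some genes that this rule selects are not reported here. Of a list at most 3 members are named, those with the most reads, and reads of the sex-linked genes are given for every cell. Of genes outside the paper, the 10 with the largest ratio per direction and contrast at a mean level of at least 10 were ranked by size, and the first of each is named. Dixon's test was applied within each type to total counts, genes with a read, the share of the most read gene and the share of each list except the sex-linked one.

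The alternatives were CPM of the pooled reads of a type, mean CPM, TMM factors (edgeR 4.0.16 under R 4.3.3), cells thinned at random to the smallest library, a pseudocount of 1 in place of the floor, no filter, a mean level of at least 10, and leaving out each cell in turn. Detection was also counted from 5 reads, and with cells thinned to 1000000, 500000, 100000, 50000 and 10000 reads, and the lack of a read was also taken as at most 1 read per cell. The principal components were repeated without scaling the genes to unit variance, with all filtered genes, and with thinned cells. After the values had been seen, 1 alternative was added that gives no ratio to a gene at or under the floor in both types. The calcium recordings, the gene ontology annotation, the public astrocyte datasets and the time at which a cell was collected were not used here.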

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

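Of the tests in this part, the one on microglial genes in NR libraries and the one on *Laptm5* in T-type cell J162_16 were chosen after the result was seen. The comparisons, the gene lists, the rule for naming genes and the alternatives, apart from 1 alternative added later, had been set before the data were examined. Within each type, Dixon's test at 95% asked whether the highest or the lowest cell stood far from the others. It set 1 cell apart in 9 of 52 groups of cells, where chance sets apart about 1 in 20 groups, or 2.6 of these.

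All 9 concern the share of a cell's reads on a gene list. T-type cell J165_23 held 1.03% on S phase genes, with 0.0306% to 0.162% in the other T-type cells, and 0.02% on endothelial genes, with 0% to 0.00148% in the others. Microglial genes took 0.0009597% of the reads of S-type cell J153_6 (others 0% to 5.724e-05%) and 0.0142% of those of T-type cell J164_19 (others 0% to 0.00528%). Neuronal genes took 0.205% in S-type cell J151_5 (others 0.0002036% to 0.0547%), 0.0336% in T-type cell J166_25 (others 0% to 0.0103%) and 0.0374% in NR cell J187_6 (others 0.0042% to 0.00545%). Mural and fibroblast genes took 0.741% in S-type cell J155_9, with 0.0177% to 0.179% in the others. NR cell J185_4 was the lowest of its type for the oligodendrocyte lineage, at 0.0212% against 0.0421% to 0.0492%. In 7 of the 9, reads of 1 gene of the list made up over 80% of the share: *Stmn2* in J151_5, J166_25 and J187_6 (99.99%, 99.97% and 99.92%), *Kdr* in J165_23 (100%), *Acta2* in J155_9 (99.71%), *Olig1* in J185_4 (95.11%) and *Ctss* in J153_6 (87.18%). The 6 of these shares that were high therefore speak for a single transcript and not for the RNA of a whole cell of another type, which would bring the other genes of the list. Why the share of J185_4 was low was not tested. The exceptions were J164_19, where *Mpeg1* held 46.0% of the microglial reads, and J165_23, where *Pcna* held 24.6% of the S phase reads and 41 of the 43 genes had a read. Whether J165_23 was a dividing cell, and whether uneven amplification raised single transcripts, was not tested, and no biological explanation was tested, since no condition differs between cells of a type.

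Reads of microglial genes were found in NR, a type in which the paper does not discuss these genes. The largest share, 0.0263%, was that of NR cell J186_5. Cells J186_5, J183_1 and J182_2, the 3 NR cells with a share above every S-type cell, had 1240, 667 and 347 reads of *Laptm5* and reads of 12, 16 and 14 of the other 17 listed genes, while S-type cells had no *Laptm5* read and reads of 0 to 5 of the others. All 3 thus held most of the listed genes, as RNA of microglia in these libraries would bring, and expression by the astrocytes themselves stays open here too. Of the 3 T-type cells with *Laptm5* reads, 2 had reads of most of the other genes: J161_9 had 50 reads of *Laptm5* and 16 of 17 genes, and J164_19 had 346 reads and 10 of 17. In these 2, RNA of microglia cannot be told apart from expression of the genes by the astrocyte itself, because the libraries with *Laptm5* reads did not all show the other genes. T-type cell J162_16 had 657 reads of *Laptm5* but reads of only 2 of the 17 other genes. This library also had the fewest genes with a read of all cells, 6319, so listed genes could have been missed. The low number therefore cannot exclude RNA of microglia in that library. The number of genes read is a weak measure on its own, since M-type cell J172_23 had 14 of 17 with 9 reads of *Laptm5*. The mean normalized count of *Mpeg1* was 248.5 in NR, 146.1 in T-type, 2.54 in M-type and 1.72 in S-type. None of the 18 genes is on another list used here, and the paper names 2 of them, *Ly86* and *Mpeg1*, for T-type cells. Whether the response type itself goes with these transcripts was not tested.

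Among genes that Table S3 does not list for a contrast and the text does not name, the first by size in each direction all had 1 to 3 reads in the lower type. For T-type versus S-type they were *Wdr76*, with a log2 ratio of -11.68 (-16.99 to -9.20) from 1 and 4284 reads, and *9330179D12Rik*, with 13.50 (11.65 to 16.55) from 5343 and 2 reads. For T-type versus NR they were *Shq1*, -12.56 (-17.86 to -10.08) from 1 and 3551 reads, and *Ifi204*, 15.34 (13.48 to 18.38) from 20398 and 2 reads. *Zpbp* was lowest in both S-type, -10.71 (-16.01 to -8.23), and M-type, -11.51 (-16.81 to -9.03), from 1 read each against 1649 NR reads. *Cdkn3* in S-type had 11.01 (9.46 to 13.29) from 5074 and 3 reads, and *Ctsk* in M-type 11.72 (9.24 to 17.02) from 3261 and 1. In each of these 8 comparisons, reads of 1 cell of the higher type made up the majority of the level, as in all 80 genes ranked this way. The cell held 98.97% for *Wdr76* (J151_5), 99.96% for *9330179D12Rik* and 94.87% for *Ifi204* (both J162_16), 98.16% for *Shq1* and 98.05% for *Zpbp* (both J187_6), 99.3% for *Cdkn3* (J150_3) and 96.17% for *Ctsk* (J172_23). Without it the log2 ratios were -5.345 for *Wdr76*, 2.415 for *9330179D12Rik*, -7.11 for *Shq1*, 11.43 for *Ifi204*, -5.36 and -6.14 for *Zpbp*, 4.115 for *Cdkn3* and 7.34 for *Ctsk*. Each of these thus kept its direction without the cell that held most of the level, and a difference between the types was not tested. Not all of the 80 did. Without that cell the ratio crossed 0 for *B3gnt4* and *Cnih3* in T-type versus S-type. It also did for *Edn3*, *Trim36* and *Mzf1* in T-type versus NR and for *Gsg1l* in M-type versus NR. *Edn3* has no T-type read, so its crossing rests on the floor. A type without a read is set to the floor of 3 reads, so the ranking favours genes with 1 or 2 reads in the lower type over genes without a read there.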

How the results depend on the processing

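One alternative, which gives no ratio to a gene at or under the floor in both types, was chosen after the values were seen, and the tests with the others were set in advance. No paired analysis was possible because the labels pair no cells between types. The medians of the 6 lists compared kept their direction under all 8 alternatives and without each cell in turn. CPM of the pooled reads, mean CPM, TMM factors and thinning to the smallest library, in that order, gave ribosomal protein genes, T-type vs S-type, 0.70, 0.60, 1.03 and 0.89, and ribosomal protein genes, T-type vs NR, 0.83, 0.72, 1.105 and 1.10. They gave oxidative phosphorylation genes, T-type vs S-type, 0.21, 0.20, 0.66 and 0.55, G2/M genes, T-type vs S-type, -2.47, -2.64, -2.53 and -2.98, and DNA replication (S phase) genes, S-type vs NR, 3.22, 3.23, 3.34 and 3.40. Ribosomal protein genes, M-type vs NR, had 0.49, 0.50 and 0.52 with the first 3 of these and 0.435 at a mean level of at least 10.

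With CPM of the pooled reads the median of all genes went from -0.07 to -0.55 for T-type versus S-type, from -0.05 to -0.52 for T-type versus NR and from -0.20 to -0.09 for M-type versus NR, and with mean CPM the last was -0.10. Thinning took the T-type medians to -0.17 versus S-type and -0.15 versus NR. Relative to all genes, the lists stood over these settings at 1.05 to 1.25 (ribosomal, T-type versus S-type), 1.18 to 1.36 (ribosomal, T-type versus NR), 0.58 to 0.65 (ribosomal, M-type versus NR), 0.65 to 0.81 (oxidative phosphorylation), -2.80 to -1.92 (G2/M) and 3.20 to 3.45 (S phase). The shift of all genes thus accounts for much of the change in the ribosomal and oxidative phosphorylation medians of T-type under CPM, and the cause of the rest and of the change in the other lists was not tested.

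Leaving out 1 cell gave ribosomal protein genes, T-type vs S-type, 0.98 (J162_16) to 1.29 (J155_9), ribosomal protein genes, T-type vs NR, 1.03 (J182_2) to 1.45 (J186_5), and ribosomal protein genes, M-type vs NR, 0.072 (J172_23) to 0.77 (J186_5). Oxidative phosphorylation genes, T-type vs S-type, had 0.58 (J162_16) to 0.81 (J164_19), G2/M genes, T-type vs S-type, -5.56 (J165_23) to -0.92 (J150_3), and DNA replication (S phase) genes, S-type vs NR, 2.04 (J151_5) to 4.36 (J182_2). The cause was not tested beyond the cells named.

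The share of genes with the same direction as Table S3 was 100% for T-type versus S-type, T-type versus NR and M-type versus NR with a pseudocount of 1, and also with the alternative added later. By construction a pseudocount gives a gene with 1 to 4 reads against none the sign of those reads. Without 1 cell the share for T-type versus NR ranged from 98.2% (J183_1) to 99.44% (J161_9). The other alternatives left these 3 shares within their intervals, and for S-type versus NR all 8 did. Genes of Table S3 without a read in the lower type made 30.78% (at most 1 read) and 32.67% (thinned) for T-type versus S-type, with 18.63% to 24.29% (J166_25) when 1 cell was left out, and 62.24% and 67.35% for S-type versus NR. These settings count more genes as unread by construction.

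Depth limits detection. The median of genes detected per cell fell to 6338, 5473 and 3185 at 100000, 50000 and 10000 reads, and stayed within 1.5 times the value from all reads at the smallest library, at 1000000 and 500000 reads, and when 5 reads were required. The detection of the T-type vs S-type genes of Table S3 was 60.3% with at least 5 reads, 63.1% at the smallest library, 57.0%, 53.1%, 40.9%, 34.6% and 19.5% at 1000000, 500000, 100000, 50000 and 10000 reads, and 70.2% (J183_1) to 73.1% (J162_16) without 1 cell. At a floor of 3 reads over a type, no fold is printed between 2 types with at most 3 reads each. For nearest neighbours in the PCA of the union of genes, all genes with reads in at least 5 cells gave 2 cells in place of 14, while unscaled genes, thinned cells and leaving out 1 cell gave 13 to 16. Why all genes placed so few cells together was not tested.

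Of the 80 genes outside the paper, by size, 63 were again among the first with CPM of the pooled reads and 76 with TMM factors, and 52 (J183_1) to 76 (J175_18) when 1 cell was left out. Among 99 values of named genes, of which 3 have no fold, none changed sign under the 2 CPM scalings, TMM factors or thinning, and 1 crossed 0 without 1 cell. *1700001L05Rik*, T-type vs S-type, went from a bound of -5.42 to 0.16 without S-type cell J154_8, and its lowest values were -5.68 among those without 1 cell (J151_5) and -5.95 with mean CPM. It has no T-type read, and the S-type level left without J154_8 lies under the T-type floor, so the crossing shows no change of direction. For *Igf2bp1* and *Reps2*, T-type vs S-type, leaving out the only cell with a read gave no value, and every other alternative set in advance gave one.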

Differences from the paper's values

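Of the settings named in this part, the one that gives no ratio to a gene at or under the floor in both types was chosen after seeing the values. The paper's log2 fold changes come from DESeq2, whose test took cells as replicates, and the error beside them is its standard error, while the values computed here compare type levels without a test. Of the reported ratios of single genes that are not bounds, 3 lay further from the paper's than that error, and each rests on 1 T-type read. The median sizes for S-type and M-type versus NR, 7.29 and 7.15, lay below the paper's 11.95 and 20.14 by more than its median standard error. In these contrasts 52.0% and 74.65% of the genes had no read in the lower type, so many of the ratios are bounds.

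The log2 fold change of 4932415G12Rik in T-type versus NR was -12.60 and the paper's value is -10.60 (standard error 1.63). Of the alternatives set before the data were examined, CPM of the pooled reads and leaving out J185_4 brought it within the error, and mean CPM (-12.55), TMM factors and leaving out each of the other cells except J166_25 did not. Leaving out J166_25 (-9.49) and thinning (-8.05) left no T-type read, so these values are bounds that the paper's value exceeds in size, and they do not bear on the difference.

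The log2 fold change of Trim39 was -12.42 in T-type versus NR, where the paper's value is -10.43 (standard error 1.49), and -11.54 in T-type versus S-type, where the paper's value is -9.55 (standard error 1.44). Of the alternatives set before the data were examined, CPM of the pooled reads (-11.90) and leaving out J182_2 (-11.42) brought the first within the error, and mean CPM (-12.45), TMM factors (-12.23) and leaving out each of the other cells except J165_23 did not. Leaving out J153_6 (-10.73) brought the second within it, and CPM of the pooled reads (-11.23), mean CPM (-11.77), TMM factors (-11.31) and leaving out each of the other cells except J165_23 did not. Leaving out J165_23 (-9.32 and -8.435) and thinning (-7.85 and -7.115) left no T-type read, and these values are again bounds below the paper's in size.

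Table S3 gives a direction that the log2 ratio of type levels did not have for 11 of 848 genes in T-type versus S-type: *Igf2bp1*, *Ece1*, *Reps2*, *Ccbe1*, *Dhdh*, *Lrdd*, *H60b*, *Tox*, *Eps8l2*, *Zfyve9* and *Pnp2*, which had no read in 1 type and 1 to 3 in the other. The same held for 6 of 897 genes in T-type versus NR (*Ccdc103*, *Pax6os1*, *Clec18a*, *B230216G23Rik*, *Ctsk* and *Itgb1bp2*, with at most 1 read per type) and for 5 of 71 in M-type versus NR (*Parpbp*, *Mdm1*, *Hist1h3b*, *Foxo6* and *Zfp456*, with at most 4). With a pseudocount of 1, set in advance, all of these genes had the direction of the table. The setting without ratios at the floor, chosen after seeing the values, gave no ratio to 14, 8 and 5 genes of these contrasts, and the ratios of the remaining 834, 889 and 66 genes all had the direction of the table.

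The paper says that the genes differing between T- and S-type were detected in the large majority of cells, above a limit that it states. Over the 848 genes held, the mean share of cells with a read was 71.3%, and it was 81.7% in S-type cells alone. No setting tried raised the share over all cells above the 73.1% reached without J162_16. The text describes *Ly86* and *Mpeg1* as mainly transcripts of T-type cells. Their levels in T-type lay above those in S-type, but below those in NR, with log2 ratios to NR of -0.20 for *Ly86* and -0.77 for *Mpeg1*.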

Other observations

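Of the tests in this part, the one that leaves out the 2 S-type cells with the largest shares of G2/M reads and the repeats of the matching for genes without a T-type read were chosen after the result was seen, as were the limit of 10 CPM and the limits by which carry-over was judged. *Xist*, among the genes higher than NR in every responding type, passed 10 CPM in 8 of 17 responding cells and in 0 of 5 NR cells. Across the 22 cells, 16 passed that limit for *Xist* or for the Y-linked genes but not for both, 2 passed it for both and 4 for neither, so the 2 kinds of reads largely excluded each other. The sex of the pups may therefore explain why *Xist* is in this set of genes, and the labels do not give the animal of a cell. The median log2 ratios of the 5 sex-linked genes were -0.90 for T-type versus S-type and -4.37, -1.01 and -0.72 for T-, S- and M-type versus NR. In S-type cell J153_6 and M-type cell J174_13, which had both kinds of reads, carry-over from another library was tested with genes read in that library and in no further cell. Such genes, where a library had any, reached at most 4.81% of the share that *Xist* would need in J153_6 (1 of 102 reads of J154_8, 1 gene) and 10.65% in J174_13 (7 of 1081 reads of J175_18, 5 genes). For J153_6, none of the 2942 reads of 13 such genes of J174_13 were found, which speaks against J174_13 as the source of its *Xist* reads. T-type library J163_18 had no such gene for either cell and J154_8 had none for J174_13, so carry-over from these was not tested. Over all libraries, carry-over cannot be told apart from other sources of these reads, and more than 1 cell in a library was not tested.

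T-type cells had fewer genes with a read. Thinned to the smallest library, their median stayed 2073 genes below the lowest median of another type, which speaks against sequencing depth as the whole cause. Genes outside Table S3 at the level of those without a T-type read were read in 21.48 percentage points fewer T-type than S-type cells. These genes were matched on their level in the cells of the other types, which could lower the T-type share by itself. Repeated with each type left out of the matching in turn, T-type was 21.46 points below the mean of the other types, while S-type, M-type and NR lay above it, and matching on all 22 cells left T-type 21.35 points below. Fewer transcripts captured per T-type library may thus explain part of the genes of Table S3 without a T-type read. A lower RNA content of T-type cells would have the same effect, and as a difference between response types it remains open and untested.

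Ribosomal protein genes stayed higher in T-type cells under 3 other scalings, with a lowest median log2 ratio of 0.6012 over T-type versus S-type and T-type versus NR, and above at least 99.58% of lists matched on transcript length. Neither scaling between cells nor transcript length alone therefore accounts for the difference. Reads shared with ribosomal pseudogenes were not tested, and a difference between response types remains open. G2/M genes were lower in T-type than S-type also without J150_3, the S-type cell with the largest share of these reads, at a median log2 ratio of -0.92, which speaks against that cell as the whole cause. Without J150_3 and J151_5 the median was 0.62. T-type kept its own cells with the largest shares, J161_9 (0.903%) and J165_23 (0.779%). Because cells were left out of S-type only, this value cannot settle whether the 2 S-type cells account for the lower T-type median. Whether these 2 cells were dividing was not tested.

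The log2 ratios of T-, S- and M-type to NR share the same NR cells. Among the 3 pairs of types, only S- and M-type correlated above the highest of the simulations without a difference, by 0.01653. The pairs with T-type lay below the lowest simulated r, at 0.452 against 0.5305 with S-type and 0.436 against 0.496 with M-type. These pairs thus correlated no more than shared NR cells alone gave in the simulations. A common response cannot be told apart from the effect of the shared NR cells, because the simulated correlations depend on a spread between cells estimated from the same 22 cells. In the principal components, 60 of 100 deals of the labels placed at least as many cells beside their own type as the real labels did. For the deals and for the real labels, whose count was then 10, genes were chosen by the size of their ratios. The choice of genes on the same cells may therefore account for these 10. The 14 cells found with the genes of Table S3 rest on genes chosen by the paper's test. That test was not run on dealt labels, so the source of the 14 stays open.

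For the lists of cell types, the medians are given in the order T-type versus S-type and T-, S- and M-type versus NR, each followed by the percent of matched random lists below it. Microglia (15 of 18 genes) had 3.68 (100%), -2.25 (16.53%), -6.21 (0%) and -6.09 (0%). Astrocytes (12 genes) had 0.21 (15.81%), -0.36 (0.9%), -0.84 (0.08%) and -0.66 (0.66%). The oligodendrocyte lineage (7 of 9) had -0.02 (50.7%), -0.38 (37.5%), 0.81 (88.12%) and 0.83 (94.56%). Neurons (5 of 8) had 1.90 (97.2%), -1.16 (28.02%), -2.685 (0.66%) and -1.635 (8.54%). Endothelium (2 of 6) had -0.99 (47.61%), 0.42 (70.22%), 1.41 (78.25%) and -3.53 (5.62%). Mural cells and fibroblasts (6 of 8) had -0.82 (25.92%), 0.03 (57.67%), 0.61 (78.62%) and -0.78 (25.16%).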
